# Glucosylceramide Synthase, a Key Enzyme in Sphingolipid Metabolism, Regulates Expression of Genes Accounting for Cancer Drug Resistance

**DOI:** 10.3390/ijms26115112

**Published:** 2025-05-26

**Authors:** Md Saqline Mostaq, Lin Kang, Gauri A. Patwardhan, Yunfeng Zhao, Runhua Shi, Yong-Yu Liu

**Keywords:** microarray, gene mutation, p53 tumor suppressor, glucosylceramide synthase, apoptosis, dactinomycin, ovarian cancer

## Abstract

Emergent cancer drug resistance and further metastasis can mainly be attributed to altered expression levels and functional activities of multiple genes of cancer cells under chemotherapy. In response to challenge with anticancer drugs, enhanced ceramide glycosylation catalyzed by glucosylceramide synthase (GCS) confers drug resistance and enrichment with cancer stem cells. p53 mutations, which gain function in tumor progression, are prevalently extant in ovarian cancers. Via integrated gene expression assessments, we characterized GCS-responsive genes in ovarian cancer cells treated with dactinomycin. NCI/ADR-RES cells dominantly expressed a p53 mutant (7 aa deleted in exon-5) and displayed anti-apoptosis; however, silencing GCS expression rendered these cells sensitive to dactinomycin-induced apoptosis. Microarray analyses of NCI/ADR-RES and its GCS transfected sublines found that elevated GCS expression or ceramide glycosylation was associated with altered expression of 41 genes, notably coding for ABCB1, FGF2, ALDH1A3, apolipoprotein E, laminin 2, chemokine ligands, and IL6, with cellular resistance to induced apoptosis and enrichment with cancer stem cells, promoting cancer progression. These findings were further corroborated through integrated genomic analyses of ovarian cancer from The Cancer Genome Atlas (TCGA) and cancer resistance to platinum-based chemotherapy. Altogether, our present study indicates that altered ceramide glycosylation can modulate expression of these GCS-responsive genes and alter cancer cell attributes under chemotherapy.

## 1. Introduction

Cancer drug resistance causes treatment failure in over half of cancer patients, and increases incidence of metastases in multiple organs. In response to cellular stress under chemotherapy, cancer cells mainly overexpress groups of genes that function in protecting cancer cells via strengthening drug resistance and tumor metastability. Among endogenous biomolecules and pathways characterized as effectors of cancer drug resistance, glucosylceramide synthase (GCS)-catalyzed ceramide glycosylation directly decreases cellular pro-apoptotic ceramide levels and increases anti-apoptotic glucosylceramide (GlcCer) levels [1,2]. GCS is a rate-limiting enzyme of serial glycosylation for biosynthesis of glycosphingolipids (GSLs) [3,4]. GCS-catalyzed ceramide glycosylation occurs in the Golgi apparatus of cells, thereby providing GlcCer as a precursor for producing various GSLs. In mammalian cells, GSLs and other constituents, including sphingolipids, sterols and membrane-associated proteins, comprise the GSL-enriched microdomain (GEM), a unique lipid raft marked with flotillins (Flot-1 and Flot-2) [5,6]. By interactions or associations with membrane proteins and signal transducers in GEMs, GSLs actively modulate the functional effects of proteins, including Src family kinases [6,7]. Previous reports indicate that GSLs play essential roles in modulating the transcription of several genes via cSrc and β-catenin signaling pathways [8,9]. Upon challenge with various anticancer drugs, increased Cer glycosylation and cellular GSLs can up-regulate the expression of particular genes, including multidrug resistance 1 (MDR1, also known as ABCB1), fibroblast growth factor 2 (FGF2), and even p53 mutants, protecting cancer cells against chemotherapy [8,9,10].

Drug resistance is prevalent in solid cancers such as ovarian cancer. Ovarian cancer is the fifth-leading cause of cancer death among women in the United States; 21,410 new cases and 13,770 deaths were estimated to have occurred in 2021 [11]. Most deaths (~70%) are of patients presenting with advanced-stage and high-grade serous ovarian cancer (HGS-OvCa), almost all carrying gene mutations of *TP53* (96%) and exhibiting poor response to chemotherapy [12,13]. After aggressive surgery followed by chemotherapy, cancer recurs in approximately 25% of patients within six months, most often is treatment-resistant, and the overall five-year survival probability is only 31% [14]. Wild-type *p53* (wt *p53*) protein, encoded by the gene *TP53,* acts as a potent transcription factor that promotes the expression of p53 target genes, including p21, Bax, Puma, and others, thereby effectively executing cell proliferation arrest or apoptosis in response to genotoxic stress [15]. p53 mutants, about 75% of which are missense, enact oncogenic effects and are causative of cancer drug resistance and cancer progression [16,17,18].

Integrated analyses of cancer cells with clinical datasets can enable systemic assessments that may help to elucidate key molecular contributors to biological processes, including cancer drug resistance and metastasis [19,20]. To understand how cancer cells carrying p53 mutants respond to anticancer drugs so as to gain resistance, we investigated whether the introduction of GCS confers cancer drug resistance, and further, identified GCS-responsive genes that contribute to anti-apoptosis in p53-mutant-carrying cancer cells.

## 2. Results

### 2.1. Silencing GCS Expression Sensitized NCI-ADR-RES Cells to Dactinomycin-Induced Apoptosis

Previous studies showed that introduction of GCS gene knock-in conferred cancer cell resistance to commonly used chemotherapeutic agents, and conversely, that suppressing GCS activity either directly with GCS inhibitors, or by silencing its expression, sensitized cancer cells to these anticancer agents [1,21,22,23,24]. Parental cells of NCI/ADR-RES carry a p53 mutation, with expression dominance of mutant p53 mRNA having a 21 bp deletion in a segment coding for the DNA-binding domain (exon 5 between codons 126–132). These cells display multidrug resistance [25,26,27,28]. With antisense knock-down (asGCS), the resultant ADR-RES/asGCS cells expressed significantly lower levels of GCS protein, compared with ADR-RES/GCS cells, upon parallel treatments with dactinomycin (DAC, 5 and 25 nM) (Figure 1A). Concordantly, levels of phosphorylated p53 (pp53) were significantly increased in ADR/RES/asGCS cells upon DAC treatments at 5 and 25 nM (Figure 1A), but not in ADR-RES/mock cells. asGCS transfection restored levels of intact exon-5 mRNA in ADR-RES/asGCS cells with DAC treatments (25 nM for 48 h) (Figure 1B). Further, we found that DAC treatments induced apoptosis in ADR-RES/asGCS cells but not mock-transfected cells, as indicated by DNA fragmentation (Figure 1C). These results indicate that GCS, a rate-limiting enzyme in ceramide glycosylation, can substantially affect the DNA-damage stress response of cancer cells, possibly via modulating the expression of other genes (vide subra) in response to treatment with DAC.

### 2.2. GCS Is Involved in Regulating Expression of Genes Protecting Cancer Cells

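NCI/ADR-RES is an established multidrug-resistant ovarian cancer cell line, here carried as Mock cells, as GCS cells with added GCS and as asGCS cells with antisense GCS. UGCG, the gene that encodes GCS, was among the brightest transcripts in each of these lines. Its brightest probe set gave intensities of 14130 in Mock, 15844 in GCS and 17144 in asGCS cells under vehicle, and 14272, 16487 and 15001 under DAC. The other UGCG probe sets gave log2 differences from Mock, under DAC, of -0.45 and -0.05 in GCS cells and -0.79 and -1.16 in asGCS cells, and under vehicle of 0.41 and 0.04 in GCS and -0.26 and -0.69 in asGCS cells. Which part of the transcript each of them reads, and whether it lies in the transfected sequence, was not analysed here, so these values do not check the labels of the sublines.

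RNA was measured on Affymetrix Human Genome U133 Plus 2.0 arrays, 1 array per line and treatment and 6 in all, with 25 nM DAC or vehicle. The paper gives the exposure as 24 h, and the sample labels as 48 h. Values are the intensities deposited by the authors for every probe set, on a linear scale and with an equal trimmed mean on each array. Median intensities were 77.6 and 77.7 for Mock (vehicle, DAC), 84.0 and 81.0 for GCS, and 98.7 and 102 for asGCS. Every comparison is the log2 of 1 intensity over another, called higher or lower past 2-fold, with no replicate array, so no test was run on these pairs of arrays.

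The spread used is that between the pair of Mock arrays, which also holds any effect of DAC. Over the brightest 25% of each pair, the SD was 0.29 for the Mock pair, 0.34 for the GCS pair and 0.40 for the asGCS pair. Its SD was 2.32 on the log2 scale for the 26827 probe sets with a mean log2 signal under 6, and 0.16 for the 2424 with a signal of at least 12. A probe set is called bright below when the higher of its values lies in the brightest 25% of its array. On simulated arrays with noise of this size, 17990 unchanged probe sets passed 2-fold when all were counted, and 89 among the brightest 25%. Of simulated differences of log2 1.5, 67% were recovered over all probe sets and 97% among the bright ones. The genes named in the following paragraphs for bright signal, and the brightness limit itself, were chosen after the values had been seen.

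**Figure D1:**
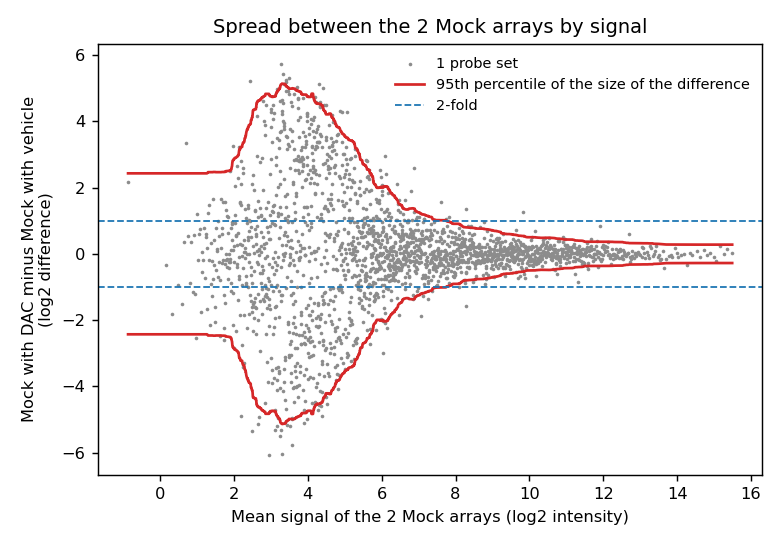
Mock cells under DAC against Mock cells under vehicle. Horizontal axis: mean log2 intensity of a probe set on both arrays. Vertical axis: log2 difference, DAC minus vehicle. The scatter narrows as the signal rises: its SD is 0.71 between log2 signals of 6 and 8, 0.36 between 8 and 10, and 0.22 between 10 and 12.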

With Affymetrix GeneChip^®^, we assessed differential gene-expression profiles of NCI/ADR-RES/mock (Mock) cells, and cells of the parallel GCS knock-in and knock-down sublines ADR-RES/GCS (GCS) and ADR-RES/asGCS (asGCS), upon treatment with DAC (25 nM for 24 h). 

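Without DAC C3, the central component of complement, gave an intensity of 5519 in GCS and 17.4 in Mock cells, and IL1A, an interleukin-1 cytokine, 774 and 33.8. Both Mock values lie under the median of that array, so the log2 differences are bounds of at least 6.15 and 3.32, taken against that median. EPAS1, a transcription factor of the hypoxia response, and WRN, a DNA helicase, were higher in GCS cells by log2 3.05 and 3.23. ITGB8, an integrin subunit, and ACTC1, an actin of heart muscle, were lower at -3.70 and -2.70. In asGCS cells GJA1, a gap junction protein, gave 181 against 6252 in Mock, and IGFBP3, which binds insulin-like growth factors, and the peptide hormone ADM were lower at -4.62 and -4.28. TXNIP, which inhibits thioredoxin, and the zinc-finger gene ZNF32 were higher in asGCS cells by 3.21 and 2.39. The 5 lower genes ITGB8, ACTC1, GJA1, IGFBP3 and ADM were lower past 2-fold in the other subline too.

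Target genes of NF-κB, cytokines and others such as NFKBIZ and ICAM1, had group medians of opposite sign in the sublines. Of 25 such genes in a list fixed beforehand, 14 were higher and 1 was lower in GCS cells (median log2 difference 1.23), whereas 3 were higher and 7 lower in asGCS cells (-0.49). Each median lies outside the middle 95% of 10000 random lists of equal brightness. The study chose 5 of these genes on these arrays. Without them 9 of 20 were higher and 1 lower in GCS cells (median 0.91). In asGCS cells 3 were then higher and 4 lower (-0.44). NFKBIA, the inhibitor that NF-κB itself induces, was 1.16 in GCS and -1.51 in asGCS cells, and TNFAIP3, another inhibitor of the pathway, 2.28 and -0.70. Genes of the PERK and ER stress response were higher in asGCS cells for 7 of 18 and lower for 0 (median 0.85), led by the amino acid synthesis gene ASNS (2.48), the mTOR inhibitor DDIT4 (2.27) and CHAC1, which degrades glutathione (2.17). In GCS cells 1 of the 18 was past 2-fold, and the median of 0.41 was set apart from random lists as higher there too. Proliferation genes were set apart from random lists as lower in GCS cells, by a median of -0.21 with 0 of 20 past 2-fold, although not after lowess centring (-0.20) or with the mean over probe sets (-0.17). In asGCS cells they were not set apart, with a median of 0.01.

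Over all probe sets, 22624 passed 2-fold in asGCS cells (12726 higher, 9898 lower) and 20256 in GCS cells (10749 and 9507), an excess of 2368 in asGCS cells, with 1977 of it higher and 391 lower. That balance depends on scaling: quantile normalization gave 10980 higher and 11250 lower in asGCS cells, and an excess of 924 and 1295. Among bright probe sets the totals were 1564 (615 higher, 949 lower) and 698 (354 and 344), so most of the bright excess was in lower ones. The asGCS array also gave hybridization controls with a median log2 difference of 0.38 from Mock, against 0.04 for the GCS array, and a 5′ to 3′ ratio of actin of 0.537, against 0.766 in Mock.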

Analyses with TAC indicated that the transfection of asGCS into ADR-Res/asGCS cells caused differential expression of a substantially greater number of probed genes (1143 additional probed genes: up-regulated 100, down-regulated 1043 beyond the arbitrarily set twofold threshold) than comparable GCS knock-in of ADR-RES/GCS cells (Figure 2A). As anticipated, for NCI-ADR-RES/mock cells, we observed differential expression of only 44 more probed genes (14 up-regulated, down-regulated) upon DAC treatment, as compared to vehicle. 

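In Mock cells DAC was followed by few differences among bright genes. LMO1, a transcriptional cofactor, gave 496 with DAC and 121 with vehicle (log2 difference 2.04), LIFR, the receptor of leukemia inhibitory factor, was higher by 1.32, and the histone gene H2BC5 by 1.24. F2R, the thrombin receptor, was lower at -1.24 and BAHD1, a chromatin silencer, at -1.36. Bright differences past 2-fold recurred on a second bright probe set for 0 of 3 genes, so noise between arrays is not excluded. Genes of the PERK and ER stress response were lower as a group, by a median of -0.29, although 0 of 18 passed 2-fold: the pseudokinase TRIB3 was at -0.88 and the cystine transporter SLC7A11 at -0.81. NF-κB target genes were higher by a median of 0.42, with 5 of 25 past 2-fold upwards and 2 downwards. This group median dropped to 0.17, and was no longer set apart from random lists, when dim values were raised to the array median. The group stayed set apart in 3 of 5 alternatives. Target genes of p53 were not set apart: CDKN1A, which halts the cell cycle, was higher by 0.50 and MDM2, which degrades p53, by 0.07, and the median of 25 such genes was 0.02.

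Over all probe sets 18904 passed 2-fold, 9311 higher and 9593 lower. Of the bright ones, 83 did, 43 higher and 40 lower. The 20 genes with the largest differences were dim on at least 1 array, and 1 of them kept 2-fold once dim values were raised to the array median.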

By comparison to ADR-RES/mock treated with DAC, GCS knock-in (ADR-RES/GCS cells) exhibited a markedly greater number of differentially expressed genes than the similar comparison for GCS knock-down (ADR-RES/asGCS), 1051 more in total (639 more genes differentially up-regulated, 410 more genes differentially down-regulated) (Figure 2A). 

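Under DAC, genes higher in GCS than in Mock cells included some of innate immunity and antigen presentation. LCN2, an iron-sequestering protein of the acute phase, gave 864 against 34.4 in Mock, at least log2 3.48 above the Mock array median, and CASP1, the inflammasome protease, was higher by 2.31. Of 20 antigen presentation genes 12 were higher and 0 lower in GCS cells, with a median of 1.05, and 2 were higher and 2 lower in asGCS cells, with a median of 0.57. The study chose 2 of them on these arrays, and without those the medians were 1.04 and 0.63. HLA-DMA, which loads peptides on MHC class II, was higher by 1.23 in GCS and 0.75 in asGCS cells. Of 23 type I interferon genes 11 were higher in GCS cells (median 0.80), and 7 were higher and 3 lower in asGCS cells (0.44). In asGCS cells the group stayed apart from random lists in 3 of 5 alternatives. It was no longer apart with dim values raised to the array median (0.39). That setting gave the same median of 0.39 over all probe sets, since the asGCS array median is above that of Mock. The value thus shows no difference of this group. The ubiquitin-like ISG15 was at 1.60 and 0.93, and IFIT1, which binds viral RNA, at 1.05 and 2.22. CAVIN2, a coat protein of caveolae, was lower in GCS cells at -2.11. In asGCS cells CLDN1, a tight junction protein, was at -3.05, the transcription factor NFIB at -3.25, and SNAI2, which represses epithelial genes, at 1.84. Proliferation genes were lower in GCS cells by a median of -0.24, with 1 of 20 past 2-fold, and the group was set apart from random lists in the main result and in 5 alternatives.

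With DAC, 21100 probe sets passed 2-fold in GCS cells against Mock (10963 higher, 10137 lower) and 22707 in asGCS cells (13067 and 9640, or 11067 and 11216 after quantile normalization), a difference of -1607 for GCS minus asGCS cells. The bright totals were 940 (410 higher, 530 lower) and 1575 (609 and 966). On the asGCS array the hybridization controls were 0.68 above Mock and the actin ratio was 0.454.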

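Set directly against asGCS cells under DAC, GCS cells held more RNA of NF-κB and of TGF-β target genes, by group medians. EGFR, the epidermal growth factor receptor, was higher in GCS cells by log2 2.15 and SOCS3, which restrains cytokine signalling, by 2.50. NF-κB target genes were higher for 16 of 25 and lower for 4, with a median of 1.28. Without the genes that the study chose on these arrays it was 1.10. Among the 25, ICAM1, an adhesion receptor for leukocytes, was higher by 1.51 and IER3, an early response gene, by 1.44. Of 18 TGF-β target genes 4 were higher and 0 lower (median 0.81), 2 of the 18 being the study's choice. Without these 2 of 16 were higher and 0 lower, with a median of 0.53. Of 17 epithelial markers 9 were higher and 3 lower (median 1.16), and the epithelial adhesion gene EPCAM was higher by 1.35. Genes lower in GCS than in asGCS cells included AXL, a receptor kinase (-1.51), BIRC5, an inhibitor of apoptosis (-1.28), the mitotic kinase PLK1 (-1.34), cyclin gene CCNB1 (-1.15) and RRM2B, which supplies nucleotides for DNA repair (-1.73). As a group, however, proliferation genes were not set apart from random lists, with 2 of 20 past 2-fold.

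Over all probe sets 23638 passed 2-fold, 10567 higher in GCS cells and 13071 lower. Lowess centring turned this balance to 11957 higher and 11165 lower, and quantile normalization made it nearly even (11790 and 11806). Counting bright ones alone, 2241 did, and more were higher (1290) than lower (951). The asGCS array under DAC also has the lowest 5′ to 3′ actin ratio of the 6 arrays.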

In direct comparison with ADR-RES/asGCS, ADR-RES/GCS cells differentially expressed 4456 more probed genes (2056 up-regulated, 2400 down-regulated) in response to DAC treatments (Figure 2A). This evidence indicates that DNA-damage stress caused by DAC, in the context of enhanced ceramide glycosylation by GCS, substantially impacts compensatory gene expression changes in cancer cells as a response to treatments so as enable cell survival.

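In GCS cells RCC1, which guides the nucleus after mitosis, gave 546 with DAC and 2268 with vehicle (log2 difference -2.05), and SLC16A7, a monocarboxylate transporter, was lower at -1.89. RARA, the retinoic acid receptor alpha, was higher by 1.52 and the thiolase ACAA2, of fatty acid oxidation, by 1.55. In asGCS cells the chemokine gene CXCL8 was higher by 1.77, the interferon-induced IFIT2 by 1.42 and IFNLR1, a receptor of lambda interferons, by 1.68. The other CXCL8 probe set gave 130 with DAC and 85.4 with vehicle in asGCS cells. ER stress genes were lower there, by a median of -0.34, including ASNS (-1.14), DDIT4 (-1.48) and SLC7A11 (-1.06). The same 18 genes had a median of 0.08 in GCS cells and 0 passed 2-fold. Of 25 NF-κB target genes 8 were higher and 3 lower in asGCS cells, with a median of 0.44 that was set apart. The median was not set apart with all probe sets of a gene averaged (0.05) or dim values raised to the array median (0.15). In GCS cells 0 were higher and 4 lower, with a median of -0.11 not set apart. Interferon genes were higher in asGCS cells as a group, by a median of 0.29, with 5 of 23 past 2-fold upwards and 2 downwards. They lay near 0 in GCS cells (0.04). Target genes of p53 were not set apart in either subline, with medians of -0.03 in GCS and 0.07 in asGCS cells. Bright differences past 2-fold recurred on a second bright probe set for 2 of 18 genes in GCS and 1 of 10 in asGCS cells. Noise between arrays is therefore not excluded for the genes named. Whether the difference of DAC from vehicle varies between the lines was not tested, since each rests on 1 pair of arrays.

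DAC against vehicle gave 19544 probe sets past 2-fold in GCS cells (9455 higher, 10089 lower) and 20667 in asGCS cells (10410 and 10257). Among bright probe sets, 245 passed in GCS cells (44 higher, 201 lower) and 320 in asGCS cells (118 and 202). After comparing GCS with Mock and with asGCS cells under DAC, the paper takes its evidence as a sign of compensatory gene expression changes. It relates them to DNA-damage stress where GCS raises ceramide glycosylation, and to cell survival.

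**Figure D2:**
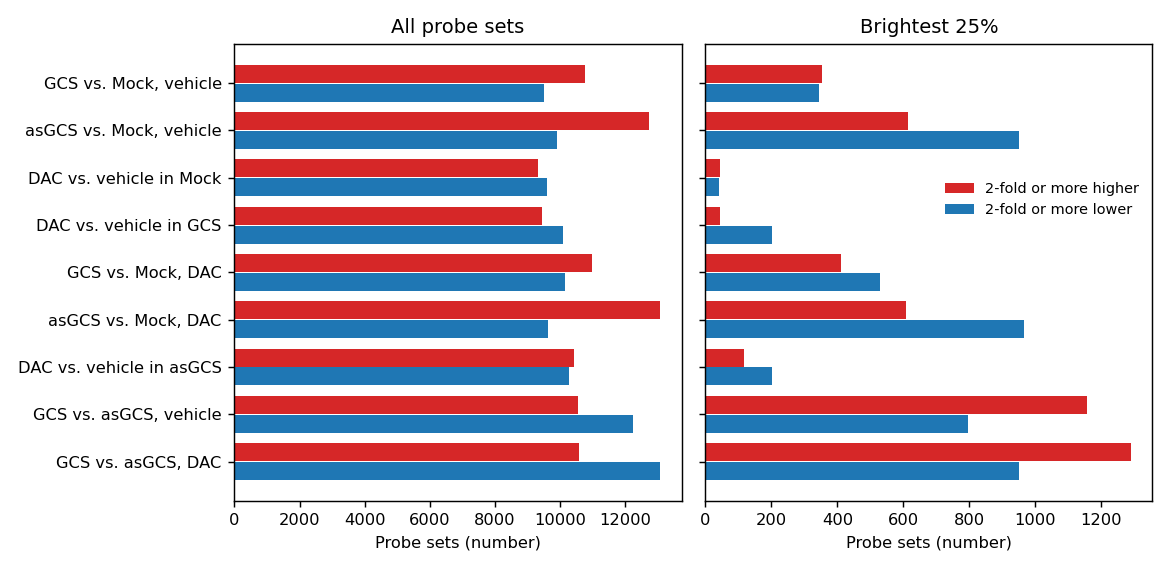
Number of probe sets past 2-fold in each comparison, higher and lower, for all probe sets and for the brightest 25%. The comparisons lie close together over all probe sets and apart among the bright ones, where GCS against asGCS under vehicle gives 1954 of its 22789.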

We further compared these differential gene-expression profiles, localizing for probe overlap (AB overlap sets) between ADR-RES/GCS cells and ADR/RES/asGCS cells. These comparisons identified 358 overlapping probed genes in cells treated with DAC (Figure 2B, right) as compared to only 186 genes in cells treated with vehicle (Figure 2B, left). These probed genes (identified from the AB overlap sets) are presumably those responsive to elevated GCS, as the expression levels of these genes were up-regulated with GCS transfection, whereas they were down-regulated with asGCS transfection, or vice versa. 

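Many genes differed from Mock the same way in both sublines. GALC, which removes galactose from galactosylceramide in lysosomes, gave 5401 in Mock cells under vehicle, 51.6 in GCS and 28.7 in asGCS cells. Among bright genes past 2-fold under both treatments, 18 went the same way in both sublines, 7 higher and 11 lower. TFRC, the transferrin receptor that takes up iron, was lower with at least -1.36 in GCS and -1.27 in asGCS cells, and P3H2, a collagen hydroxylase, with -1.16 and -1.43. WFDC2, an ovarian cancer antigen, was higher by at least 2.15 and 2.21, LY96, which helps the endotoxin receptor, by 1.61 and 1.65, and SERPINF1, an inhibitor of vessel growth, by 1.38 and 1.61. The pluripotency factor KLF4 was higher by 1.35 and 1.04, and PHYH, of peroxisomal fatty acid oxidation, by 1.03 and 1.08. These genes were picked from the data after the values were seen.

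Past 2-fold in both sublines against Mock were 13128 probe sets under DAC and 12825 under vehicle. If the lists were independent, 8763 and 8382 would be shared. Both sublines were set against 1 and the same Mock array, and simulated arrays without any change shared 11496 for that reason alone, so part of the excess may come from the shared control. Among bright probe sets 217 were shared under DAC and 158 under vehicle, against 72.4 and 52.3 for independent lists. Simulated bright probe sets without change shared 21.0 on average. Their noise is that of the Mock pair (SD 0.29), narrower than in the GCS (0.34) and asGCS (0.40) pairs, so simulated numbers may be too low.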

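Genes that went opposite ways in the sublines were a minority of the shared ones. Under both treatments, 9 bright genes were past 2-fold in opposite directions, 6 of them higher in GCS and lower in asGCS cells and 3 the reverse. The 6 were ABCB1, IL6, INHBA, FGF2, PMEPA1 and ALDH1A3, which encode the drug transporter P-glycoprotein, a cytokine, an activin subunit, a growth factor, a regulator of TGF-β signalling and a retinaldehyde dehydrogenase. IL6 was only just past 2-fold in asGCS cells under DAC (-1.00) and within it after quantile normalization or lowess centring (-0.92 in each). With the Mock vehicle array as the control of asGCS cells under DAC, neither IL6 nor PMEPA1 was past 2-fold in both directions. The reverse held for RPL22L1, a ribosomal protein paralog (at least -1.57 in GCS and 1.27 in asGCS cells), MFAP2, of elastic fibers, and LYRM1. The study chose 8 of these 9 genes on these arrays, all but RPL22L1.

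Of the probe sets shared by both comparisons, 10675 went the same way and 2453 opposite ways under DAC, and 10457 and 2368 under vehicle. Independent lists would hold 4356 and 4159 opposite pairs, and simulated unchanged arrays with a shared Mock array held 2140. With the asGCS arrays set against the Mock array of the other treatment, so that no control was shared, 6528 went the same way and 6023 opposite ways under DAC. Among bright probe sets the numbers under DAC were 195 and 22, or 128 and 35 without a shared control, and under vehicle 132 and 26. Simulated bright probe sets without change, with a shared Mock array, held 0 opposite pairs in each of 100 draws. Independent bright lists would hold 29.9 opposite pairs under DAC and 23.5 under vehicle, near the 22 and 26 found. Without a shared control they would hold 32.3 under DAC, and 21.3 under vehicle, where 35 were found.

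**Figure D3:**
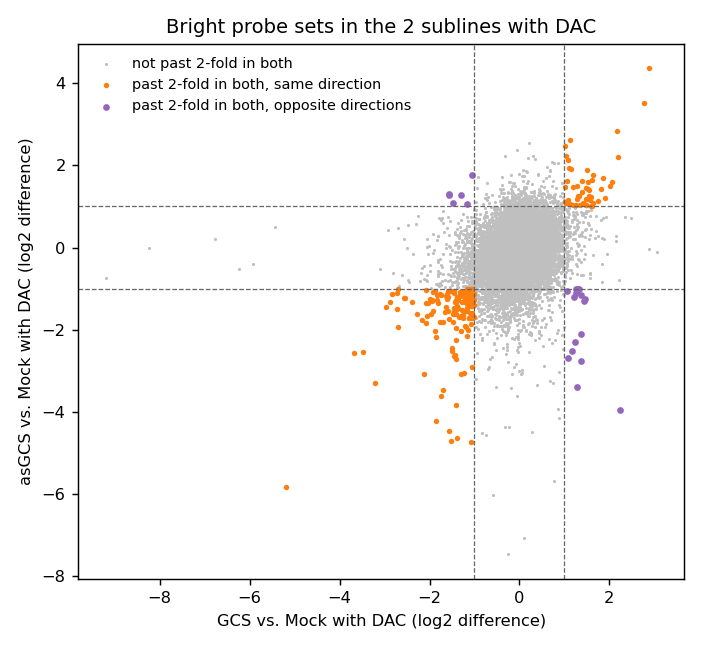
Bright probe sets under DAC. Horizontal axis: log2 difference of GCS cells from Mock. Vertical axis: log2 difference of asGCS cells from Mock. More probe sets past 2-fold on both axes lie in the quadrants of equal direction (195) than in those of opposite direction (22).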

Further, we identified 120 probed genes (overlap ABC area, Figure 2B center) wherein gene expression levels upon DAC treatment as compared to vehicle were not only up-regulated in GCS knock-in cells, but were also down-regulated in asGCS knock-down cells (and vice versa).

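Among the bright genes with opposite directions under both treatments, IL6 gave intensities of 477 and 538 in Mock cells (vehicle, DAC), 1429 and 1328 in GCS cells and 199 and 269 in asGCS cells. PMEPA1 gave 1609 and 1969 in Mock, 4245 and 5065 in GCS, and 717 and 883 in asGCS cells. RPL22L1 ran the other way, with 2572 and 2468 in Mock, 694 and 828 in GCS, and 6213 and 6070 in asGCS cells. Each of these 3 genes differed more between lines than between DAC and vehicle within a line. ALDH1A3 was less steady, with 590 and 266 in asGCS cells.

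Past 2-fold from Mock in both sublines under DAC, and in GCS cells under vehicle as well, were 7668 probe sets, of which 6170 went the same way in both sublines. Of the 1498 with opposite directions, 521 were higher in GCS cells and 977 lower. The bright part of this overlap held 71, with 54 the same way and 17 opposite ways, 12 of these higher in GCS cells and 5 lower.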

### 2.3. GCS-Responsive Genes Are Involved in Modulating Cancer Drug Resistance and Metastasis

Among these integrally identified probed genes (overlap ABC area, Figure 2B) of NCI/ADR-RES cell lines altered upon DAC treatment, we characterized 41 genes, for which transcript level changes tightly correlated with GCS (Figure 3A, Table 1). 

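Direct comparison of the sublines under DAC set the listed genes far apart. All 21 of the up-regulated genes with a probe set named here were higher in GCS than in asGCS cells past 2-fold, with a median log2 difference of 2.52. CXCR4, a chemokine receptor, and TMEFF2, a transmembrane protein with follistatin domains, belong to the other group, of which 14 of 18 were lower in GCS cells, with a median of -1.87. Against Mock, the stated opposite directions were both past 2-fold for 12 of the 21 and for 3 of the 18 genes, and both held without regard to size for 18 and 16. Because the study chose these genes on these arrays, their counts are not independent evidence. Few of them differed between DAC and vehicle in Mock and GCS cells: 1 of the 21 up-regulated genes passed 2-fold in Mock and 0 in GCS cells. In asGCS cells 2 passed upwards and 4 downwards, and this list was set apart from random lists as lower (median -0.30). Of the 18 genes of the other group, 0 passed in Mock, 2 upwards and 1 downwards in GCS cells, and 2 upwards in asGCS cells. METTL3, an RNA methyltransferase that the paper discusses, was within 2-fold of Mock in both sublines (-0.50 in GCS and 0.12 in asGCS cells under DAC).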

Under DAC treatments, GCS transfection caused differential up-regulation of genes, including the following 22: CXCL8, PSMB9, CXCL1, INHBA, CCL20, APOE, ABCB1, FGF2, PMEPA1, CD74, IL6, MFSD6, LAMC2, C1S, APLP2, SNX19, ZNF568, NFKBIZ, OSR2, KISS1, ALDH1A3, and TMCC1. Conversely, asGCS transfection down-regulated the expression levels of these same 22 genes (Table 2). 

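The neutrophil chemokine genes CXCL8 and CXCL1 were higher in GCS than in Mock cells under DAC by log2 2.97 and 2.21, CCL20, which attracts lymphocytes, by 2.11, and PSMB9, an immunoproteasome subunit, by 2.20. C1S, a complement protease, followed with 1.56 and ZNF568, a zinc-finger gene, with 1.49. ABCB1 was higher by 1.09 on its brightest probe set and 1.28 on the other, and FGF2 by 1.25 and 2.23. All 21 genes with a probe set named here were higher in GCS cells, and 16 of them past 2-fold. The 5 within 2-fold were the lipoprotein gene APOE (0.49), SNX19 (0.86), TMCC1 (0.88), OSR2 (0.97) and KISS1 (0.99). The other APOE probe sets gave 1.45 and 1.16 in GCS cells and -1.26 and -1.20 in asGCS cells. The first of them has a higher mean on the linear scale than the probe set used, which was chosen by mean log2 intensity. Under vehicle 16 of the 21 were past 2-fold as well, with a median of 1.14 against 1.25 under DAC. These counts describe genes that the study chose on these arrays.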

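ABCB1, which encodes P-glycoprotein, was much lower in asGCS than in Mock cells under DAC, at log2 -2.68 on its brightest probe set and -3.40 on the other. FGF2 was at -2.29, with 73.8 against 1143 in Mock on its other probe set, the retinaldehyde dehydrogenase gene ALDH1A3 at -2.52, INHBA at -2.10, the metastasis suppressor gene KISS1 at -1.94 and the MHC chaperone gene CD74 at -1.71. CXCL1 and CCL20 were dim in asGCS cells, with intensities of 9.69 and 38.8 against 155 and 267 in Mock. With the asGCS array median as a floor they were lower by at least 1.52-fold and 2.62-fold. CXCL8 went the other way, higher in asGCS than in Mock cells by 1.41. C1S (0.30) and ZNF568 (0.08) were near Mock on their brightest probe sets, while a dimmer one of C1S gave -1.63. Another ZNF568 probe set gave 61.3, under the array median, against 179 in Mock, and 1.42 in GCS cells. A dim one went the other way in asGCS cells, with 134 against 39.1 in Mock. Over the 21 genes named here, 15 were lower past 2-fold and 18 lower by any amount, with a median of -1.20. Under vehicle, 10 were lower past 2-fold. The genes are the study's own choice on these arrays.

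**Figure D4:**
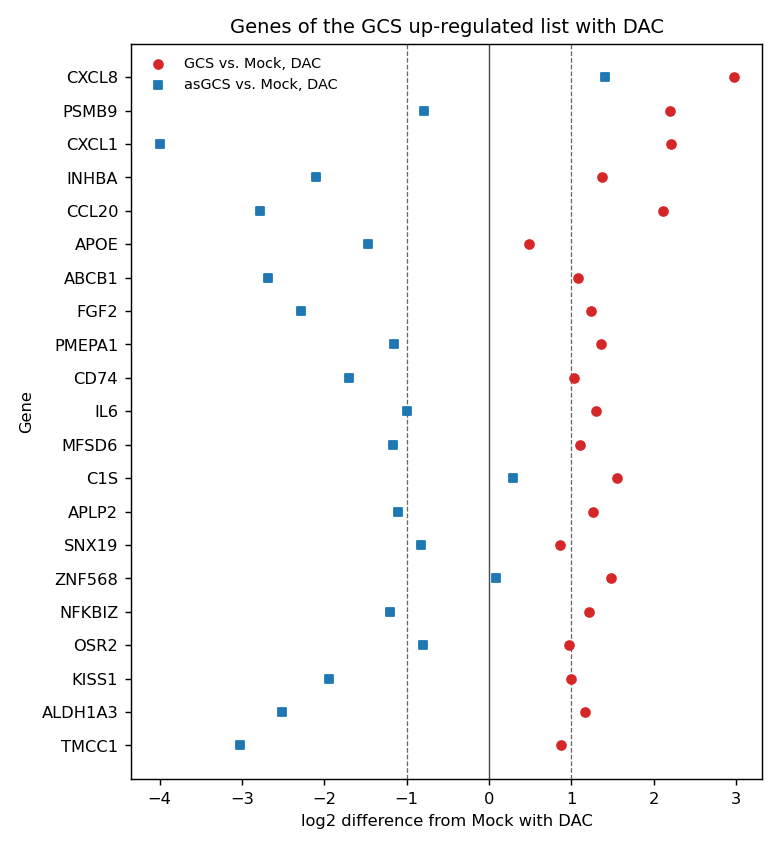
Log2 difference from Mock under DAC of the genes that the paper lists as up-regulated by GCS, in GCS and in asGCS cells, from the brightest probe set of each gene. Dashed lines: 2-fold. All are above 0 in GCS cells, and CXCL8, C1S and ZNF568 are above 0 in asGCS cells.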

Another 19 genes (including GALC, RIOK3, ARRDC4, TAF1D, MAPK8, LYRM1, ZNF177, TTC28-AS1, CNRIP1, NAP1L5, TEX19, RARB, LINC00662, CXCR4, PAG1, CLU, TMEFF2, MFAP2, OVOS2, and SFTA1P) were down-regulated by GCS transfection vs. up-regulated by asGCS transfection in NCI/ADR-RES cells treated with DAC (Table 2).

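MFAP2, a protein of elastic fibers, and LYRM1, of the mitochondrial LYR family, were lower in GCS than in Mock cells under DAC at log2 -1.57 and -1.47 and higher in asGCS cells by 1.27 and 1.07. The noncoding SFTA1P was the other gene past 2-fold in both directions (-1.31 and 1.27). TMEFF2 was at -1.69 and 0.90. RARB, the retinoic acid receptor beta, was near Mock in GCS cells (-0.06) and higher in asGCS cells by 2.16, and CXCR4 was at -0.92 and 1.72. ARRDC4, an arrestin-like gene, and the noncoding TTC28-AS1 were higher in asGCS cells by 1.71 and 1.38, with -0.05 and -0.97 in GCS cells. GALC was lower in both sublines, at -5.19 in GCS cells and with 74.1, under the array median, against 4240 in asGCS cells. The kinase gene RIOK3 was near Mock in both on its brightest probe set (0.34 and 0.36). A dimmer RIOK3 probe set, with 226 in Mock, gave -0.90 in GCS and 1.06 in asGCS cells. Brighter ones gave 0.29 and 0.18 in GCS and -0.27 and -0.35 in asGCS cells.

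Of the 18 genes with a probe set named here, 5 were lower in GCS cells past 2-fold and 17 lower by any amount, with a median of -0.74. In asGCS cells 9 were higher past 2-fold and 17 by any amount, with a median of 1.00. The study chose these genes on these arrays.

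**Figure D5:**
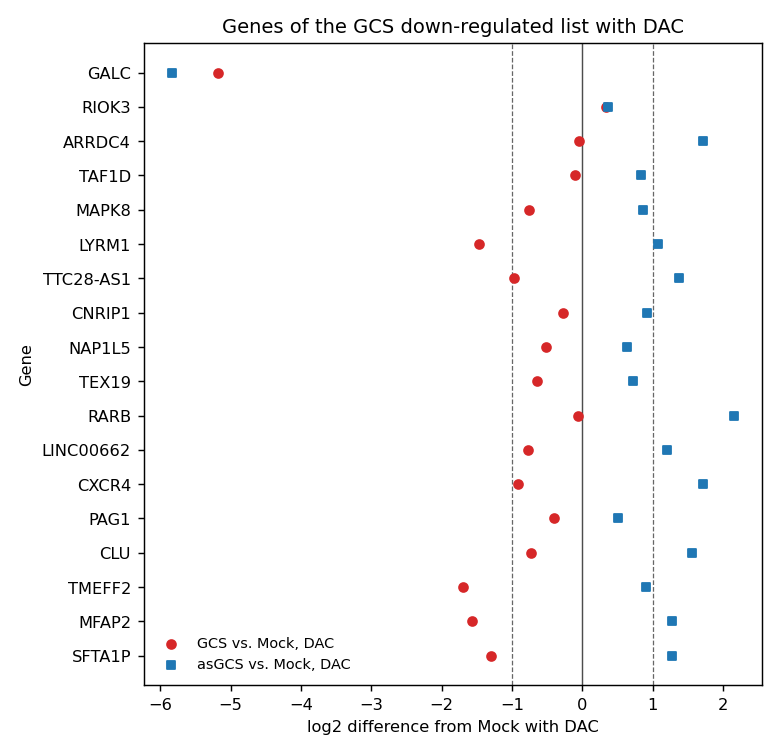
Log2 difference from Mock under DAC of the genes that the paper lists as down-regulated by GCS, in GCS and in asGCS cells, from the brightest probe set of each gene. Dashed lines: 2-fold. GALC is far below 0 in both sublines, and RIOK3 is above 0 in both.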

To explore how these GCS-responsive genes might alter cancer cells so as to bestow drug resistance and metastasis, we identified via REACTOME pathways within which the protein products of these GCS-responsive genes participate. The results show that among GCS-responsive genes, GCS up-regulated genes (*n* = 22) may activate various survival-promoting cellular signaling pathways, notably including those involving the following: (1) ABC-family transporters (ABCB1); (2) FGF receptor signaling (FGF2); (3) interleukin-4, -10, and -13 signaling (CCL20, CXCL8, CXCL1, IL6, FGF2, PSMB9, APLP2, and APOE); (4) chemokine receptors (CCL20, CXCL1, CD74, and CXCL8); (5) cytokine signaling in immunity (CCL20, CXCL1, CXCL8, FGF2, PSMB9, and IL6); (6) post-translational protein phosphorylation (APLP2, APOE, and IL6); (7) peptide ligand-binding receptors (CCL20, CXCL8, CXCL1, KISS1, and CD74); (8) PERK (EIF2AK3)-mediated gene expression (CXCL8 and APOE); and (9) the Oct4, SOX, NANOG activated genes related to proliferation (FGF2) (Figure 3B). On the other hand, pronounced GCS down-regulated genes (n = 19) were associated with survival-promoting deactivation of selected cellular signaling pathways, notably including those involved with the following: (1) suppression of autophagy (MAPK8); and (2) activation of BH3-only proteins (MAPK8) (Figure 3B).

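NF-κB target genes were higher in GCS than in Mock cells under DAC for 11 of 25 and lower for 4 (median 0.86). In asGCS cells 2 were higher and 6 lower (-0.48). The genes CXCL1, CXCL8, CCL20, IL6 and NFKBIZ of this group are the study's own choice, and without them 6 of 20 were higher and 4 lower in GCS cells (median 0.80) and 1 and 2 in asGCS cells (-0.39). IL1B, an interleukin-1 cytokine, was higher by 1.95 in GCS cells and 0.67 in asGCS cells, and the chemokine gene CXCL2 by 1.83 and 0.24. Among 14 ABC transporter genes, 2 were higher and 1 lower in GCS cells, 2 higher and 5 lower in asGCS cells, and neither median (-0.23 and -0.37) was set apart from random lists. Without ABCB1 the other 13 were set apart as lower in GCS cells, by a median of -0.45, and not in asGCS cells (-0.31). ABCC1, another drug transporter, was at -0.47 and -0.53. TGF-β target genes were lower in asGCS cells as a group, by a median of -0.56, with 5 of 18 lower past 2-fold and 2 higher. The lower ones included FSTL3, which binds activin (-1.83), and the collagen gene COL4A1 (-1.65). In GCS cells the median of the TGF-β targets was 0.07. Genes of the ER stress response were higher in both sublines as a group, with medians of 0.61 in GCS and 0.65 in asGCS cells. Of 18 genes, 4 and 5 were higher past 2-fold and 0 lower, TRIB3 being at 2.02 and 1.51. Markers of cancer stem cells were not set apart in either, with 6 of 19 higher and 4 lower in each, and the surface marker CD44 was at 0.40 and 0.31. Among the genes that make glycosphingolipids, 1 of 17 was higher and 5 lower in GCS cells, and the median was not set apart from random lists in any comparison with Mock.

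**Figure D6:**
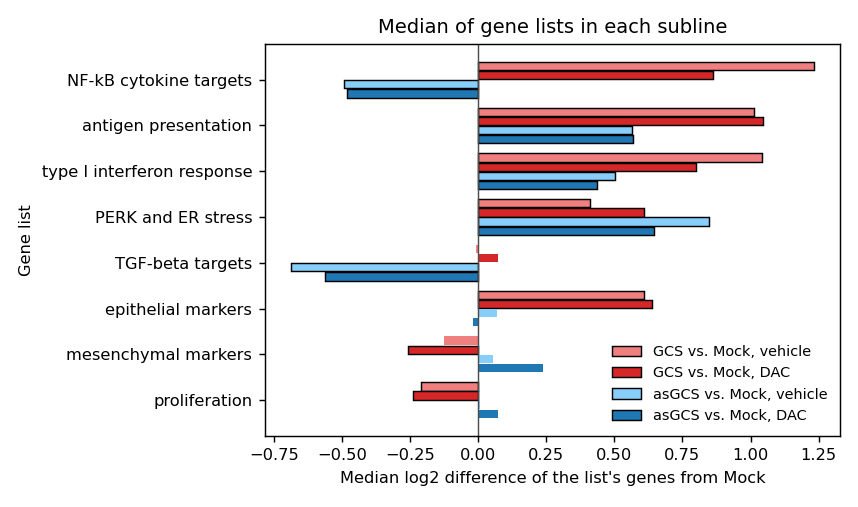
Median log2 difference from Mock of gene groups in GCS and asGCS cells under vehicle and DAC. Outlined bars: the median lies outside the middle 95% of random lists of equal brightness and is at least 0.2 in size. NF-κB genes are above 0 in GCS and below 0 in asGCS cells, and ER stress genes are above 0 in both.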

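Under DAC, BCL2L11, a BH3-only gene that promotes apoptosis, was at log2 0.31 in GCS and 0.83 in asGCS cells, and PMAIP1, another, at 0.02 and 0.75. Of 17 genes that promote apoptosis, 1 was higher and 2 were lower in GCS cells and 0 and 2 in asGCS cells, and neither median was set apart from random lists. Of 11 genes that inhibit apoptosis, 0 passed 2-fold in GCS cells. In asGCS cells 1 was lower and 1 was higher, BIRC5, by 1.08. With DAC against vehicle in GCS cells the inhibiting genes were higher as a group, by a median of 0.24, with 1 of 11 past 2-fold. BCL2L1, which guards mitochondria, was within 2-fold at 0.66. That group median was 0.03 and no longer apart when all probe sets of a gene were averaged.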

### 2.4. GCS-Responsive Genes Are Highly Expressed in Ovarian Cancer and Correlated with Platinum-Resistance

We further evaluated GCS-responsive genes in ovarian cancer patients via the National Cancer Institute GDC Data Portal (https://portal.gdc.cancer.gov/; accessed on 13 June 2024) and explored their expression in ovarian cancer samples from TCGA and GTEx data via GEPIA (http://gepia.cancer-pku.cn/; accessed on 13 June 2024) [29]. Among 426 cases of ovarian cancer collected, it was found that 21 of the identified GCS-responsive genes (21/41) were differentially expressed, significantly so (*p* < 0.001), in ovarian cancer (Figure 4A) (Table 3). Among these, expression levels for ten genes (including CD74, CLU, MFAP2, MFSD6, PSMB9, LAMC2, CXCR4, CXCL1, CCL20, and PAG1) were significantly increased in ovarian cancer (*p* < 0.001, Figure 4A). For another 11 of the identified genes (including ABCB1, NAP1L5, RARB, FGF2, ZNF177, NFKBIZ, TTC28-AS1, CNRIP1, IL6, OSR2, and C1S), expression levels were significantly decreased in ovarian cancer cases (Figure 4A).

Chemotherapy for ovarian cancer usually entails a combination of a *platinum compound* (cisplatin or carboplatin) and a *taxane* (paclitaxel or docetaxel). Initial response rates are 60–80%, but eventually the majority of patients become platinum-resistant (response rates < 15%) with subsequent relapse [30,31]. Previous studies showed that overexpression of GCS resulted in platinum-resistance of cancer cells and xenograft tumors [32,33,34]. Recently, Huang et al. provided a comprehensive overview, based on databases of genomics and proteomics over the last 30 years, indicating that more than 900 genes having up-regulated expression (including *UGCG*, coding for GCS) were associated with platinum-resistance in cancers [35]. After mining these databases (http://ptrc-ddr.cptac.data-view.org/#/, accessed on 13 June 2024), we found that some of identified GCS-responsive genes are among those known to be strongly associated with platinum-resistance in cancer [35]. To wit, 8 of the 41 GCS-responsive genes (8/41) are also among those genes reported to correlate with platinum-resistance (Figure 4B). Interestingly, for six genes (KISS1, CXCR4, PSMB9, ABCB1, FGF2, and IL6) found to be up-regulated along with GCS, their overexpression pursuant to platinum-agent treatments in patients promoted resistance to those same agents in cancers (Figure 4B). Two genes (CLU, MAPK8) for which expression was suppressed upon GCS knock-down were also reported to promote cancer platinum-resistance (Figure 4B). This evidence clearly supports the contention that GCS-responsive gene expression changes serve to promote drug resistance of cancer cells.

## 3. Discussion

In response to stress, cancer cells have been observed to overexpress GCS to enhance ceramide glycosylation, resulting in cell resistance to treatments with anticancer drugs [23,24,25,36]. Previous studies showed that aberrantly elevated expression of GCS in turn promotes the overexpression of ABCB1, FGF2, and IL6 in cancer cells [8,9,34,37]. For the first time, this study systemically identified the 41 GCS-responsive genes that are responsible for drug resistance in ovarian cancer cells carrying a *TP53* mutation. Overexpression of GCS in turn up-regulated expression of 22 genes (PSMB9, CXCL1, INHBA, CCL20, APOE, ABCB1, FGF2, PMEPA1, CD74, IL6, MFSD6, LAMC2, C1S, APLP2, SNX19, ZNF568, NFKBIZ, OSR2, LOC643201, KISS1, ALDH1A3, and TMCC1). Interestingly, six genes among these (ABCB1, FGF2, CXCR4, IL6, PSMB9, and CLU), as well as UGCG, are known to be highly associated with cancer resistance to platinum-based chemotherapy [35]. Overexpression ABCB1, FGF2, CXCR4, and IL6 portends aggressive ovarian cancer behaviors and poor prognoses. Several studies indicate that overexpression of ABCB1 (also named MDR1) correlates with drug resistance in ovarian cancer [8,38,39]. Up-regulation of FGF2 (encoded by the *FGF2* gene) was a pronounced predictor of paclitaxel resistance in serous ovarian cancer [40,41]. C-C motif chemokine ligand (CCL) and C-X-C motif chemokine ligand (CXCL) chemokines were associated with cancer immune evasion, and preoperative levels of these chemokines differ between cancer patients. Elevated levels of circulating CXCL4 + CCL20 + CXCL1 in combination can discriminate among ovarian cancer patients those who are predisposed to shorter progression-free survival and overall survival [42,43]. CXCL1 and CXCL8 were identified as being distinctive ovarian cancer markers [44,45]. The *IL6* gene (coding for interleukin-s, IL-6) was identified as the most up-regulated gene after post-neoadjuvant chemotherapy. Inordinately elevated IL-6 may drive, via the IL6/IER3 signaling axis, chemoresistance and disease recurrence of ovarian tumors; higher levels of IL-6 and VEGA-A were significantly associated with shorter progression-free survival [46,47,48]. It is also noteworthy that PSMB9 expression is up-regulated by GCS overexpression in ovarian cancer, and is associated with cancer resistance to platinum-based chemotherapy (Figure 5A) [35]. 

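On the arrays PSMB9, a catalytic subunit of the immunoproteasome, gave intensities of 450 in Mock, 1828 in GCS and 213 in asGCS cells under vehicle, and 483, 2225 and 280 under DAC. PSMB8, its partner subunit, was higher in GCS than in Mock cells by log2 2.22 under vehicle and 2.15 under DAC, and near Mock in asGCS cells (0.18 and 0.15). TAP1, which carries peptides to MHC class I and lies beside PSMB9 and PSMB8, was higher in GCS cells by 1.03 and 0.98 and stood at -0.16 and -0.89 in asGCS cells. PSMB10, the third such subunit, was near Mock at 0.13 and -0.11 in GCS cells. The higher level of PSMB9 in GCS cells was thus present without DAC.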

The *PSMB9* gene encodes proteasome subunit beta type-9 (PSMB9, also known as 20S proteasome subunit beta-1i), which possesses “trypsin-like” activity and is a component of the immunoproteasome involved in the processing of numerous MHC class-1 restricted T-cell epitopes [49]. PSMB9 epigenetically mediates immune response, including involvement of CD8+ T-cells. Overexpression of PSMB9 is a predictor of recurrence and, possibly, treatment response failure for high-grade serous epithelial ovarian carcinomas [50,51,52]. The *CLU* gene encodes clusterin (CLU, also known as apolipoprotein J), a cytoprotective chaperone protein associated with the clearance of cellular debris and with apoptosis [53]. CLU is a molecular chaperone responsible for aiding proper folding of secreted proteins, and its three isoforms (nuclear, cytosolic, and secretory) have been differentially implicated in pro-apoptotic (nuclear CLU) or anti-apoptotic processes (cytosolic and secretory isoforms) [54]. CLU is generally recognized as an anti-apoptotic molecule and a basis for drug resistance. CLU is a driving force of tumorigenesis or overexpressed after chemotherapy in ovarian cancer; however, its roles remain controversial for some cancer cells [55,56,57,58]. We found CLU expression to be down-regulated by GCS in NCI/ADR-Res cells that carry a deletion mutation in p53 exon-5 (Figure 5A) [26,28]. 

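CLU, which encodes the chaperone clusterin, gave intensities of 658 in Mock, 162 in GCS and 1495 in asGCS cells under vehicle on its brightest probe set, and 489, 296 and 1443 under DAC. The difference of GCS cells from Mock was log2 -2.02 under vehicle and -0.72 under DAC, the latter within 2-fold and within the spread of the Mock pair at this signal. The next brightest CLU probe set gave -0.48 and -0.17 in GCS cells. In asGCS cells both were higher, by 1.18 and 1.87 under vehicle and by 1.56 and 2.45 under DAC.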

We also observed that GCS down-regulated the expression of MAPK8 with platinum-resistance (Figure 5A). 

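MAPK8, which encodes the stress kinase JNK1, was lower in GCS than in Mock cells under DAC by less than 2-fold, with an intensity of 932 against 1571 (log2 difference -0.75). Other MAPK8 probe sets gave -0.72, -0.70 and, on a dimmer one with 114 in Mock, -0.18. In asGCS cells the brightest probe set was higher by 0.87, at 2868, and those others by 0.48, 0.33 and 0.25. The dimmest MAPK8 probe set gave 9.94 in Mock, 7.84 in GCS and 203 in asGCS cells.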

Mitogen-activated protein kinase 8 (MAPK8, also known as JNK1) is a ubiquitous enzyme encoded by the *MAPK8* gene. In response to various cell stimuli, activated MAPK8 mediates immediate/early gene expression via targeting specific transcription factors. Activation of MAPK8 is required for TNF-α or radiation-induced apoptosis; stress-induced ceramide increase, and incipient apoptosis, depends on the activation of MAPK8 [59,60].

Drug resistance decreases therapeutic efficacy of anticancer drugs and enhances cancer survival and aggressive progression. Drug-resistant ovarian cancer often displays aggressive metastability and recurrence, most likely due to enrichment with cancer stem cells [61]. GCS plays a crucial role in mediating the stemness of cancer stem cells [9,10,62]. ALDH1 is commonly used as a marker of ovarian cancer stem cells, and ALDH1A3 and FGF2 within the microenvironment preserve the stemness of cancer stem cells [63,64,65,66]. The CD74, CXCL1, and IL-6 released from surrounding cancer-associated mesenchymal stromal cells (CA-MSCs) have been reported to increase cancer stem cells of ovarian cancers [67,68,69]. ALDH1A3, FGF2, and IL-6 have emerged as therapeutic targets for ovarian cancer [66]. As schemed in Figure 6, GCS up-regulates expression of GCS-responsive genes and modulates cell signaling pathways to enhance drug efflux, decrease apoptosis, and enrich cancer stem cells and even immune evasion, thus advancing drug resistance and tumor metastasis in tumor progression.

With responsiveness to stress, ceramide glycosylation catalyzed by GCS is indeed involved in regulating gene expression of cancer cells [8,70]. However, it has remained unclear how GCS mediates the expression of GCS-responsive genes in cancer cells. Based on available literature evidence, it is highly possible (cf. Figure 5B), that the increased levels of glycosphingolipids (GSLs) following ceramide glycosylation, which is the first limiting reaction in GSL synthesis, promotes protein kinase function (*cSrc* family members, EGFR) in GSL-enriched microdomains (GEM) in plasma membranes, in turn activating β-catenin/T-cell factor (TCF)-mediated transcription and other transcription factors so as to up-regulate expression of GCS-responsive genes (ABCB1, FGF2, IL6, etc.). The aggregate alterations may even contribute to pronounced expression of missense p53 mutants via deleterious RNA methylation and pre-mRNA splicing [6,8,9,16,71,72,73,74]. Our previous works and others elucidated that GCS modulates the β-catenin signaling pathway to up-regulate the expression of ABCB1, FGF2, and METTL3 in cancer cells [6,8,9,16]. Furthermore, decreased levels of ceramide and other sphingolipids, resulting from increased ceramide glycosylation, can reduce or abolish ceramide-based signaling (ceramide kinase, MAPK8/JNK1, PI_3_K, PKC). These protein kinases otherwise act to constrain deleterious overexpression of particular genes (e.g., *IL6*), and even that of cancer p53 mutants (deletion in exon-5) and isoforms of chemokine ligands via downstream transcription factors [75,76,77,78,79]. Altogether, our present study systemically identified GCS-responsive genes prominently responsible for cancer drug resistance and aggressive metastasis. These results can help us understand how GCS-catalyzed ceramide glycosylation mediates cross-talk between sphingolipid alterations and cancer cell responses to stress, and further underscores the crucial role played by GCS in cancer progression. GCS-responsive genes are key players in cancer drug resistance and metastasis. They might serve as biomarkers for monitoring therapeutic response and therapeutic targets for developing new therapy.

## 4. Materials and Methods

### 4.1. Cell Lines and Cell Culture

Drug-resistant human NCI/ADR-RES ovary adenocarcinoma cells [80] were kindly provided by Dr. Kenneth Cowan (UNMC Eppley Cancer Center, Omaha, NE, USA) and Dr. Merrill Goldsmith (National Cancer Institute, Bethesda, MD, USA) [81]. ADR-RES/GCS and ADR-RES/asGCS are sublines of NCI/ADR-RES generated from clone selections with geneticin (G418, 400 μg/mL) after transfection of parental cells with pcDNA 3.1-asGCS (GCS antisense) or pcDNA 3.1-GCS (10 μg/mL, 100 mm dish) by co-precipitation with calcium phosphate (Mammalian Transfection Kit; Stratagene, La Jolla, CA, USA) [25]. pcDNA 3.1/his A plasmid was used in control transfections to generate ADR-RES/mock cells. Human ovarian cancer A2780 cells were kindly provided by Dr. M. Hollingshead (Division of Cancer Treatment and Diagnosis Tumor Repository at the National Cancer Institute). A2780 and NCI/ADR-RES cells were cultured in RPMI-1640 medium containing 10% fetal bovine serum (FBS), 100 units/mL penicillin, 100 µg/mL streptomycin, and 584 mg/liter l-glutamine. Cells were maintained in an incubator humidified with 95% air and 5% CO_2_ at 37 °C. Cells were passaged every 2–3 days before they reached 90% confluency for no more than 12 passages. Cell lines were authenticated in November 2022 at the John Hopkins University Fragment Analysis Facility (Baltimore, MD, USA) using an Applied Biosystems Identifiler System to test for 16 STR markers and amelogenin for gender determination. Authenticity was confirmed against the ATCC database (https://bioinformatics.hsanmartino.it/clima2/, accessed on 28 November 2022) and the NCI-60 database published [82]. Dactinomycin (DAC, also named actinomycin D) was purchased from Sigma-Aldrich (St. Louis, MO, USA), and other reagents for cell cultures were purchased from Thermo Fisher Scientific (Dallas, TX, USA).

### 4.2. RT-PCR Analysis of p53 mRNA

This assessment was performed as described previously [83]. Briefly, total RNA and mRNA were extracted and purified using an SV total RNA isolation kit and PolyATract mRNA isolation system (Promega, Madison, WI, USA). Equal amounts of RNA (500 ng) were used to synthesize first-strand DNA using the SuperScriptR III kit (Invitrogen, Carlsbad, CA, USA). Five microliters of first-strand DNA from each sample was amplified using the Platinum^®^ Blue PCR SuperMix kit (Invitrogen). Pairs of primers listed in Table 1 were used in PCR amplification. Glyceraldehyde-3-phosphate dehydrogenase (GAPDH), an endogenous control (200 bp), was amplified using upstream primer 5′-ATGGGGAAGGTGAAGGTCGG-3′ and downstream primer 5′-TCCACCACCCTGTTGCTGTA-3′. The PCR amplification was performed in 35 cycles of denaturation at 94 °C for 30 s, annealing at 55 °C for 30 s, and extension at 72 °C for 60 s.

### 4.3. DNA Fragmentation and Apoptosis Assay

Induced apoptosis and DNA fragmentation analyses were performed as described previously [2,25]. Briefly, cells of ADR-RES/GCS, ADR-RES/asGCS, or ADR-RES/mock lines (0.5 × 10^6^ cells) were seeded in 10 cm dishes in medium containing 5% FBS. After attachment, cells were treated with 25 nM dactinomycin (DAC) for 48 h. After harvest by trypsin-EDTA and centrifugation, cells were digested with lysis buffer (10 mM Tris-HCl, pH 8.0, 100 mM NaCl, 25 mM EDTA, 0.5% SDS, 0.3 mg/mL proteinase K). DNA was extracted with phenol/chloroform/isoamyl alcohol (25:24:1, *v*/*v*/*v*) and precipitated by incubating in one-half volume of 7.5 M ammonium acetate plus two volumes of 100% ethanol at −20 °C overnight, followed by centrifugation (10,000× *g*, 20 min, 4 °C). Contaminating RNA was digested in RNA digestion buffer (10 mM Tris-HCl, 0.1 mM EDTA, 0.1% SDS, 100 U/mL RNase mixture). Re-extracted DNA (2–10 μg) was separated by electrophoresis on a 2% agarose gel in TAE buffer (40 mM Tris-acetate, 1 mM EDTA, pH 8.3) and visualized with ethidium bromide under UV light.

### 4.4. Western Blot Analysis

Western blotting was carried out as described previously [9,75]. Briefly, cells or tissue homogenates were lysed in NP40 cell lysis buffer (Biosource, Camarillo, CA, USA) to extract total cellular proteins once treatment was concluded. Total protein content was assessed via a bicinchoninic acid (BCA) protein assay kit (Pierce, Rockford, IL, USA). Equal amounts of proteins (50 µg/lane) were resolved using 4–20% gradient SDS-PAGE (Life Technology, Waltham, MA, USA). After transferring, blots of nitrocellulose membrane were blocked in 5% fat-free milk in 0.05% Tween-20, 20 mM phosphate-buffered saline, pH 7.4 (PBST), and then incubated with each one of the primary antibodies (1:500 or 1:5000 dilution) at 4 °C overnight. After PBS washing, these blots were incubated with corresponding horseradish peroxidase-conjugated secondary antibodies (1:5000 dilutions) and developed using SuperSignal West Femto substrate (Thermo Fisher Scientific). Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was used as a loading control for cellular protein. Relative protein levels present were calculated from the OD values, normalized against those for GAPDH. Antibody against p53 phosphorylated at Ser15 was purchased from Cell Signaling Technology (Danvers, MA, USA). Antibodies for mouse IFN-γ, p53, and GAPDH were purchased from Santa Cruz Biotechnology (Dallas, TX, USA).

### 4.5. Microarray Analysis

RNA samples of cell lines were extracted using an SV total RNA isolation kit (Promega, Madison, WI, USA) and the quality of RNA was assessed by using Bioanalyzer with an Agilent RNA 6000 Nano kit (Agilent, Santa Clara, CA, USA) for RNA integrity [84,85,86]. Probe synthesis and array hybridization were performed using established Affymetrix methods [87,88]. Briefly, 2 μg purified RNA was reverse-transcribed to cDNA using T7 promoter-(deoxythymidine)24 primer. After second-strand synthesis, biotin-labeled cRNA was generated from the double-strand template using T7 RNA polymerase. The quality of the cRNA probe was verified by running an aliquot on agarose gel. Exactly 20 μg of labeled cRNA was hybridized onto an Affymetrix GeneChip^®^ Human Genome U133 Plus 2.0 chip for 16 h at 45 °C in 300 mL premixed hybridization solution containing labeled hybridization control prokaryotic genes (bioB, bioC, bioD, and cre). Replicate spots for each control gene are present on the chip. Chips were washed in the GeneChip Fluidics Station automatic washer and scanned on the GeneArray^®^ fluorometric scanner 3000 running Gene-Chip Operating Software 1.2 to generate gene expression data (CEL files). The GeneChip^TM^ Human Genome U133 Plus 2.0 Array (Affymetrix; catalog 900466) was purchased from Thermo Fisher Scientific (Waltham, MA, USA).

### 4.6. Database Submission of Microarray Data and Further Analysis

The microarray data were deposited in the Gene Expression Omnibus (GEO) database: http://www.ncbi.nlm.nih.gov/geo/ (accessed on 13 June 2024). The GEO accession number for the platform is GSE42392, samples GSM1038716–GSM 1038775. The data from the Affymetrix microarray were further analyzed by Transcriptome Analysis Console (TAC) v4.0 Software (http://www.affymetrix.com/support/technical/byproduct.affx?product=tac; accessed on 13 June 2024). Further bioinformatics analysis for the visualization, interpretation, and pathways analysis were obtained via the REACTOME server (https://reactome.org/; accessed on 13 June 2024).

### 4.7. Data Analysis

All experiments in cell models were repeated twice more. Data are expressed as mean ± SD. Two-tailed Student’s *t* tests and one-way ANOVA tests were used to compare the continuous variables between groups, using the Prism v9 suite (GraphPad, San Diego, CA, USA). All *p*-values equal to or less than 0.01 comparisons were regarded as statistically significant.

## 5. Conclusions

Silencing GCS expression sensitized drug-induced apoptosis in NCI/ADR-RES ovarian cancer cells, which commonly express high levels of GCS and p53 mutant. Gene expression profiling of cell models characterized 41 GCS-responsive genes that are associated with cancer progression. Integrated genomic analysis of ovarian cancer cases further indicates GCS with eight of these GCS-responsive genes attributes under chemotherapy. Ceramide glycosylation by GCS results in cancer drug resistance via up-regulating the GCS-responsive genes perpetrating tumor progression.

## Figures and Tables

**Figure 1:**
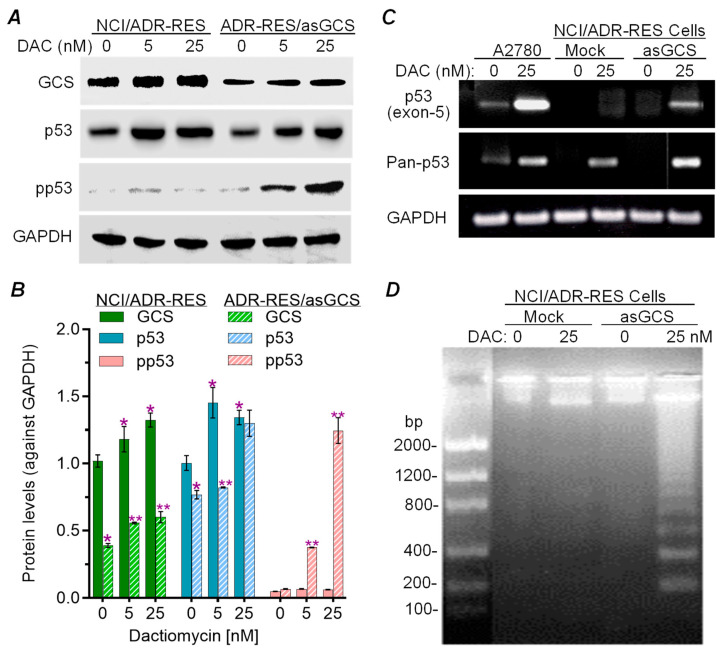
GCS regulates p53 expression and cell response to dactinomycin-induced apoptosis. Cells of NCI/ADR-RES and ADR-RES/asGCS lines were treated with dactinomycin (DAC) for 48 h. (**A**)**,** Western blotting of GCS and p53 proteins. Equal amounts of soluble proteins (50 μg/lane) of cells were resolved by SDS-PAGE, and the immunoblots were against corresponding antibodies (1:500 or 1:1000). pp53, phosphorylated p53 (Ser15). (**B**), Effects of GCS on p53 protein expression. Relative levels of proteins were presented as density values of each protein, normalized against GAPDH, from different blot analyses. *, *p* < 0.001 compared to NCI-ADR-RES cells treated with vehicle; ** *p* < 0.001 compared to NCI-ADR-RES cells treated with DAC. (**C**), pre-mRNA of p53. Equal amounts total RNA (100 ng/each) were amplified using PCR with corresponding primers after reverse reaction, and resolved by 1% agarose gel electrophoresis. Pan-p53, undistinctive p53 RNA. (**D**), Apoptotic DNA fragmentations. Equal amounts of DNA extracts (2 μg/lane) were resolved by 2% agarose gel electrophoresis and visualized with ethidium bromide (EB) staining. Mock, NCI/ADR-RES cells; asGCS, ADR-RES/asGCS cells.

**Figure 2:**
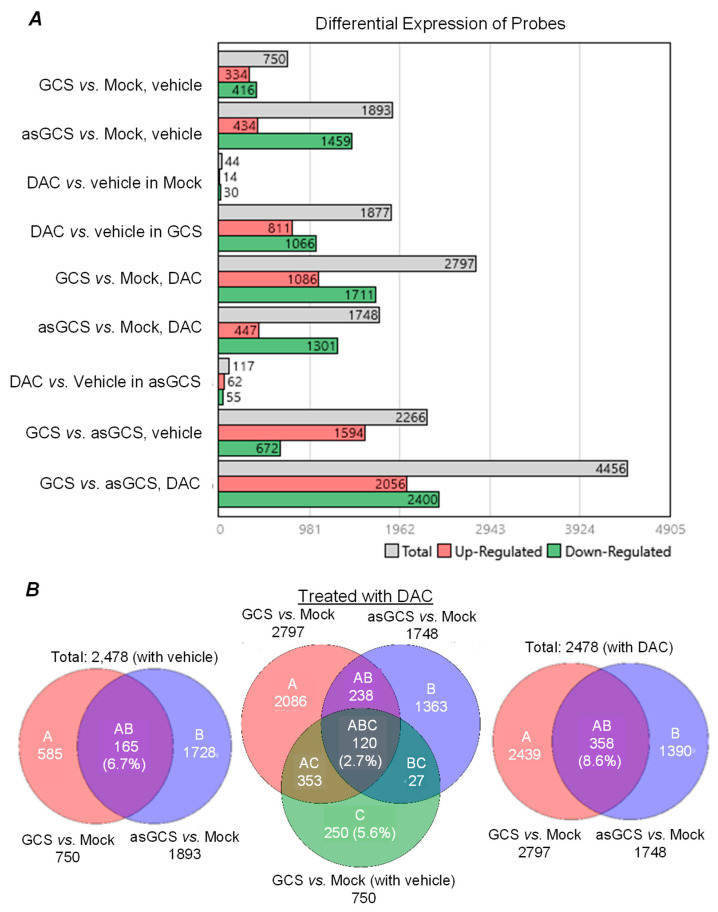
GCS is involved in modulating gene expression of ovarian cancer cells in response to dactinomycin treatments. Cells of NCI/ADR-RES/Mock (Mock), NCI/ADR-RES/GCS (GCS), and NCI/ADR-RES/asGCS (asGCS) ovarian cancer cell lines were treated with 25 nM dactinomycin (DAC) in 5% FBS for 24 h. The mRNA levels of genes were analyzed by using Affymetrix GeneChip^®^ Human Genome U133 Plus 2.0 and Transcriptome Analysis Console (TAC 4.0). (**A**), differential gene-expression profiles of NCI/ADR-RES cells in response to DAC treatments. Differential expression of probed genes was identified as those having transcript levels 2-fold higher (up-regulated) or 2-fold lower (down-regulated) for the cells with treatment than those of comparator cells. (**B**), Overlaps of gene profiles of NCI/ADR-RES cells with treatments. GCS-responsive genes (overlap AB areas) are identified as those exhibiting their expression levels up-regulated in ADR-RES/GCS cells versus down-regulated in ADR/RES/asGCS cells (vice versa) treated with vehicle (left) or DAC (right), respectively.

**Figure 3:**
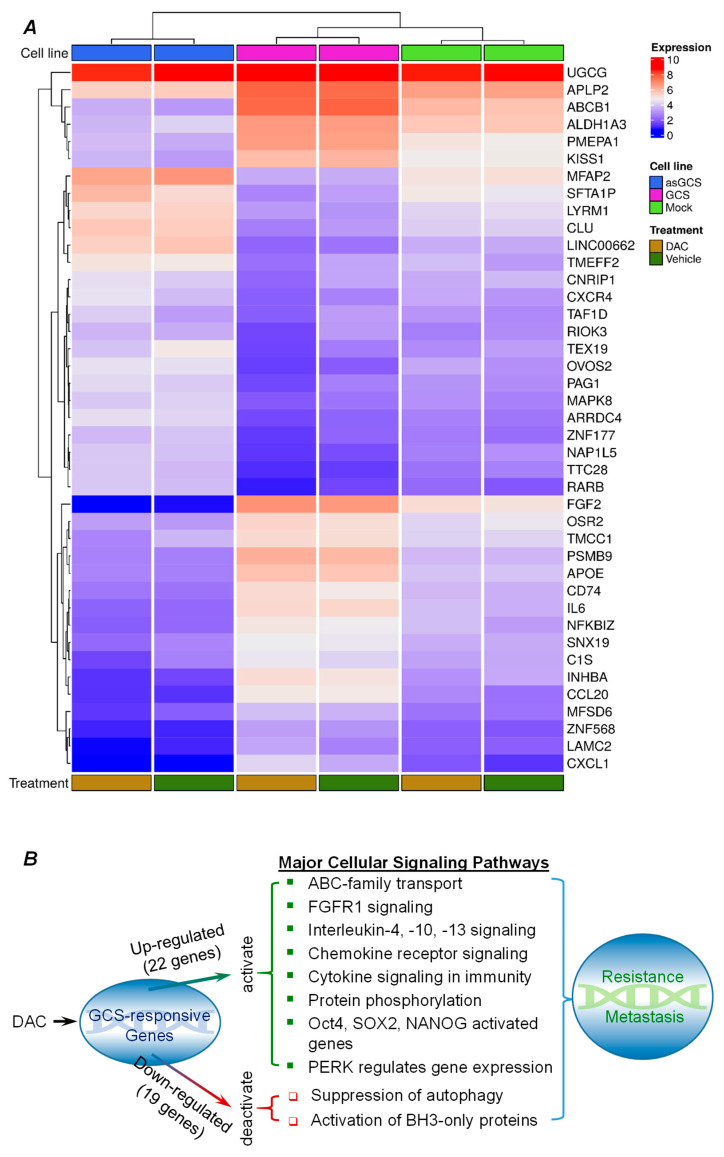
GCS-responsive genes of ovarian cancer cells in response to DAC treatments. (**A**), Heatmap of 41 genes with ratios indicating fold change between 0.2 and 9 (arrays labeled) among six experimental conditions. Columns represent array experiments and rows represent genes. The direction of expression ratios is indicated by red and blue, and the magnitude of the ratios is reflected by the degree of color saturation (see color scale). GCS, ADR-RES/GCS cells; Mock, ADR-RES/Mock cells; asGCS, ADR-RES/asGCS cells; DAC, 25 nM dactinomycin treatment for 24 h. (**B**), Pathways in which these GCS-responsive genes are involved.

**Figure 4:**
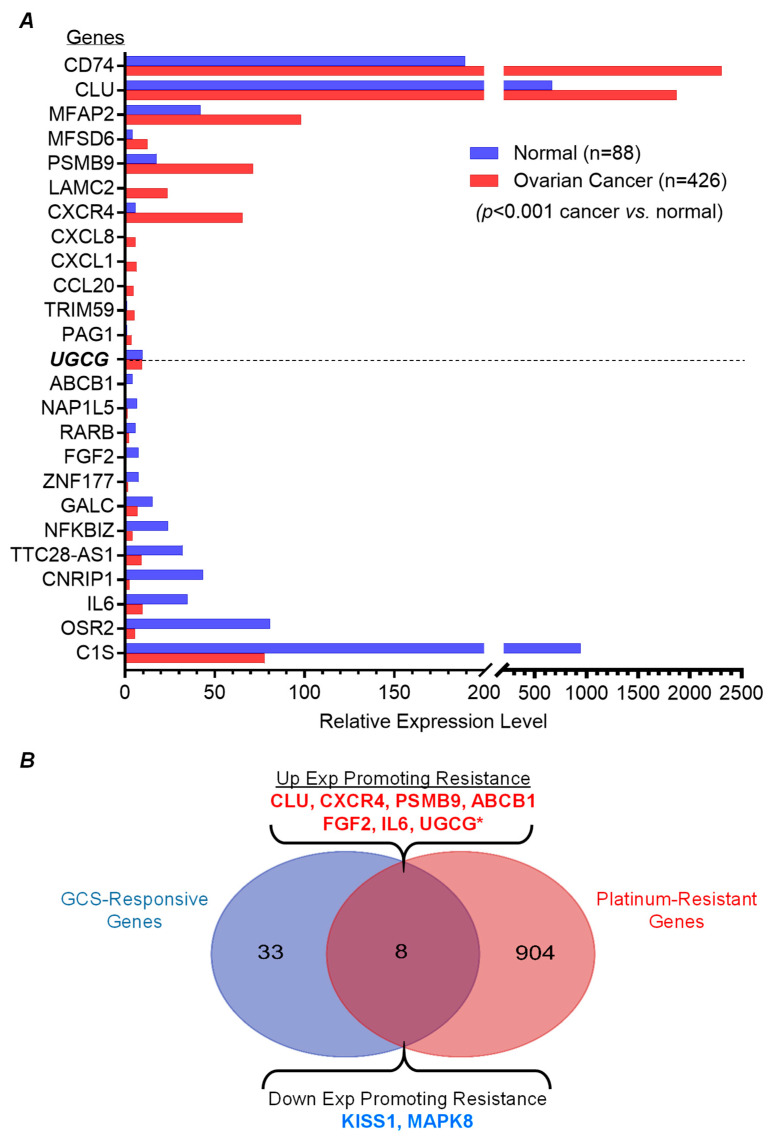
GCS-responsive genes are correlated with ovarian cancer and platinum-resistance of cancers. (**A**), GCS-responsive genes (24/41) are highly expressed correlatively in ovarian cancers of patients (*p* > 0.001 compared to normal ovarian tissues). (**B**), GCS-responsive genes (8/41) are highly correlated with platinum-resistance of cancers. *, UGCG encoding GCS.

**Figure 5:**
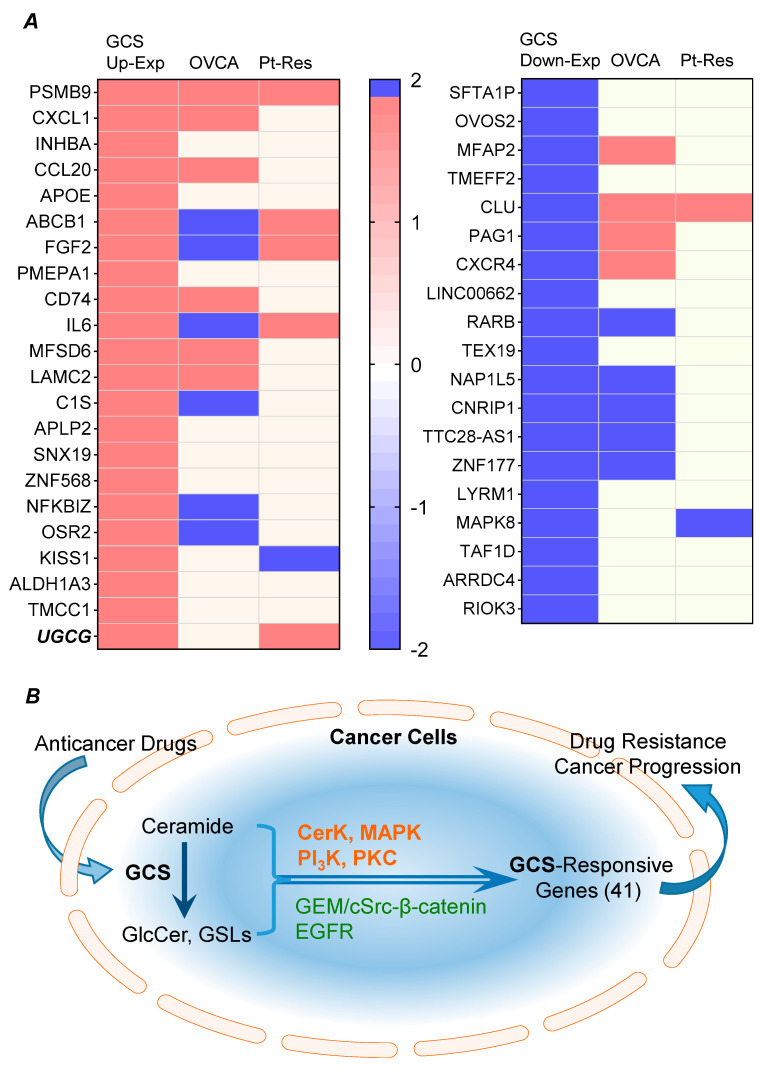
GCS-responsive genes relay drug resistance in cancer under treatments. (**A**), The correlation of GCS-responsive genes with genes associated with ovarian cancer and cancer resistance to platinum-based chemotherapy. (**B**), Ceramide glycosylation catalyzed by GCS modulates gene expression, leading to drug resistance and progression. Aberrant glycosphingolipid presences (GSLs, including glucosylceramide (GlcCer), globo-series, ganglio-series) in GSL-enriched membrane microdomains (GEMs) activate cSrc signaling (or EGFR) to enhance expression of GCS-responsive genes (i.a., *ABCB1*, *FGF2*, *IL6*). Conversely, reduced ceramide in GEMs or cytoplasm inactivates ceramide kinase (CerK) or MAPK, PI_3_K, and PKC to repress gene expression. Aberrant levels of globo-GSLs or ceramide also can alter pre-mRNA splicing to promote expression of mutant protein of p53 or of anti-apoptotic Bcl-x and caspase-9.

**Figure 6:**
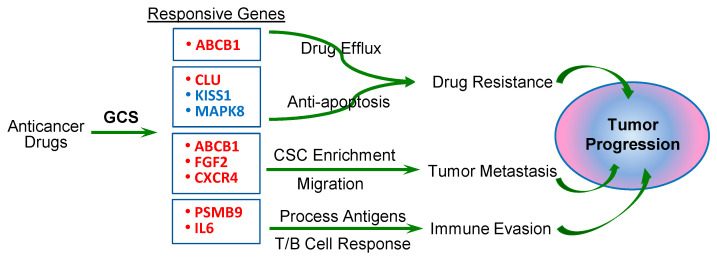
GCS modulates cell signaling pathways promoting drug resistance and metastasis in tumor progression. Under chemotherapy, anticancer drugs induce GCS overexpression and enhance ceramide glycosylation. Further, altered expression of GCS-responsive genes modulates at least four major cell pathways: (1) increase in drug efflux in cancer cells by the pump protein ABCB1 (also known as MDR1); (2) decrease in apoptosis and enhancement of proliferation of cancer cells by CLU, KISS1 MAPK8 (genes shown in light red indicate increased expression, and in light blue indicate decreased expression); (3) enrichment of cancer stem cells (CSCs) and enhancement of cell migration and drug resistance by ABCB1, FGF2, and CXCR4 in tumor metastasis; (4) mediation of the processing and presentation of antigens and MHC class-1 molecules, and immune cell response by a immunoproteasome PSMB9 and IL6 for immune evasion of tumor.

**Table 1:** PCR primers for p53 mRNA and their products.

Primer	Sequence	Product (bp)	Positions
del-p53 (exon-5) forward reverse	5′-TCACTGCCATGGAGGAG-3′ 5′-TTGAGGGCAGGGGAG-3′	400	113–512
Pan-p53 forward reverse	5′-TTGCCGTCCCAAGCAATG-3′ 5′-AAGTCACAGACTTGGCTGTCCCAGA-3′	268	223–490

del-p53 is an 18 bp deletion in human p53 mRNA (ORF 496–513, accession number BC003596) found in NCI/ADR-RES cells.

**Table 2:** UGCG (GCS) modulated expression of genes in NCI/ADR/RES ovarian cancer cells with dactinomycin treatments. Among differentiated expression levels of 41 genes, GCS transfection up-regulated 22 genes (light red, >2-fold increase in ADR-RES-GCS cells transfected with GCS and <2-fold in ADR-RES/asGCS cells transfected with asGCS) and down-regulated 19 genes (light blue, <2-fold decrease in ADR-RES/asGCS cells and >2-fold in ADR-RES/GCS cells) while asGCS transfection achieved the opposite in NCI/ADR-RES cells. A negative fold change (signed linear fold change) indicates down-regulation.

Gene Symbol	Description	GCS vs. Mock (Fold)	asGCS vs. Mock (Fold)
CXCL8	chemokine (C-X-C motif) ligand 8	6.9	−2.5
PSMB9	proteasome subunit beta 9	5.5	−2
CXCL1	chemokine (C-X-C motif) ligand 1	5.3	−2.8
INHBA	inhibin beta A	4.6	−3.3
CCL20	chemokine (C-C motif) ligand 20	4.4	−2.9
APOE	apolipoprotein E	3.6	−2.3
ABCB1	ATP-binding cassette subfamily B member 1	3.2	−5.5
FGF2	fibroblast growth factor 2 (basic)	3.1	−21.9
PMEPA1	prostate transmembrane protein, androgen induced 1	3	−2.4
CD74	CD74 molecule	2.8	−2.4
IL6	interleukin 6	2.7	−3.3
MFSD6	major facilitator superfamily domain containing 6	2.6	−2.1
LAMC2	laminin, gamma 2	2.5	−2.5
C1S	complement component 1, s subcomponent	2.4	−3.3
APLP2	amyloid beta (A4) precursor-like protein 2	2.3	−2.1
SNX19	sorting nexin 19	2.3	−2.5
ZNF568	zinc finger protein 568	2.2	−2.1
NFKBIZ	nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, zeta	2.2	−3.5
OSR2	odd-skipped related transciption factor 2	2.2	−2
KISS1	KiSS-1 metastasis-suppressor	2.1	−2.2
ALDH1A3	aldehyde dehydrogenase 1 family, member A3	2.1	−3.9
TMCC1	transmembrane and coiled-coil domain family 1	2	−2.8
UGCG (GCS)	UDP-glucose ceramide glucosyltransferase	1.3	−1.1
GALC	galactosylceramidase	−29.6	−17.4
RIOK3	RIO kinase 3	−2.1	2.1
ARRDC4	arrestin domain containing 4	−2.1	3.3
TAF1D	TATA box binding protein associated factor 1D	−2.1	2
MAPK8	mitogen-activated protein kinase 8	−2.1	2.1
LYRM1	LYR motif containing 1	−2.2	2.2
ZNF177	zinc finger protein 177	−2.3	2.2
TTC28-AS1	TTC28 antisense RNA 1	−2.4	3.1
CNRIP1	cannabinoid receptor interacting protein 1	−2.4	2
NAP1L5	nucleosome assembly protein 1-like 5	−2.5	2.6
TEX19	testis expressed 19	−2.5	2.1
RARB	retinoic acid receptor, beta	−2.5	3.4
LINC00662	long intergenic non-protein coding RNA 662	−2.5	3.8
CXCR4	chemokine (C-X-C motif) receptor 4	−2.6	2.2
PAG1	phosphoprotein membrane anchor with glycosphingolipid microdomains 1	−2.7	2.4
CLU	clusterin	−2.8	2.9
TMEFF2	transmembrane protein with EGF-like and two follistatin-like domains 2	−2.8	2.3
MFAP2	microfibrillar associated protein 2	−2.9	2.8
OVOS2	ovostatin 2	−3.9	2.1
SFTA1P	surfactant associated 1, pseudogene	−4.6	2.1

**Table 3:** GCS-Responsive Genes in Ovarian Cancer. Data collected from National Cancer Institute GDC Data Portal (https://portal.gdc.cancer.gov/, accessed on 13 June 2024). A negative fold change (signed linear fold change) indicates down-regulation. NS indicates non-significant.

Gene Symbol	Tumor (n = 426)	Normal (n = 88)	Fold	Adj *p*-Value
CXCL8	5.95	0.86	3.7	2.01 × 10^−18^
PSMB9	71.24	17.55	3.9	6.24 × 10^−23^
CXCL1	6.43	0.57	4.7	4.47 × 10^−20^
MT1M	2.73	5.89	−1.9	NS
INHBA	2.23	1.79	1.2	NS
CCL20	4.66	0.89	5.2	3.10 × 10^−29^
APOE	260.91	363.11	−1.4	NS
ABCB1	0.55	4.18	−3.3	5.33 × 10^−97^
FGF2	0.22	7.53	−7.0	6.29 × 10^−187^
PMEPA1	15.14	10.91	1.4	NS
CD74	2309.00	189.54	12.1	5.89 × 10^−52^
IL6	9.72	34.96	−3.4	4.03 × 10^−55^
MFSD6	12.42	4.34	2.5	1.56 × 10^−29^
LAMC2	23.77	0.88	13.2	4.23 × 10^−83^
C1S	77.70	945.41	−12.0	4.61 × 10^−73^
APLP2	168.08	154.48	1.0	NS
SNX19	16.92	21.60	−1.3	NS
LOC643201				NS
NFKBIZ	4.31	24.02	−4.7	1.92 × 10^−45^
OSR2	5.66	80.88	−12.3	1.58 × 10^−77^
ZNF568	4.03	6.07	−1.4	NS
ALDH1A3	2.30	2.84	−1.2	NS
IFIT1	40.64	8.15	4.6	1.96 × 10^−24^
KISS1	0.43	0.00	1.4	NS
TMCC1	11.42	8.98	1.3	NS
UGCG (GCS)	9.40	9.91	−1.0	NS
AKT3	1.80	27.46	−10.2	5.57 × 10^−86^
ARRDC4	2.37	5.44	−1.9	NS
CDK6	1.95	2.25	−1.1	NS
MAPK8	14.71	21.55	−1.4	NS
RIOK3	20.05	30.89	−1.5	NS
TAF1D	61.50	113.83	−1.8	NS
LYRM1	31.50	33.43	−1.1	NS
IGFBP3	73.80	163.27	−2.2	3.31 × 10^−12^
ZNF177	1.66	7.52	−3.2	1.05 × 10^−51^
CNRIP1	2.58	43.46	−12.4	7.14 × 10^−125^
TTC28-AS1	9.09	32.05	−3.3	1.37 × 10^−58^
LINC00662	9.65	8.12	1.2	NS
NAP1L5	1.39	6.78	−3.3	2.06 × 10^−67^
RARB	2.12	5.89	−2.2	2.37 × 10^−20^
TEX19	0.04	0.00	1.0	NS
CXCR4	65.44	5.78	9.7	2.42 × 10^−63^
PAG1	3.63	1.17	2.1	6.33 × 10^−22^
CLU	1874.12	671.15	2.8	1.43 × 10^−6^
TMEFF2	0.02	0.06	−1.0	NS
MFAP2	98.05	42.01	2.3	4.58 × 10^−5^
TFRC	30.48	67.49	−2.2	5.51 × 10^−15^
OVOS2	1.59	1.02	1.3	NS
GJA1	19.68	28.36	−1.4	NS
SFTA1P	0.27	0.34	−1.1	NS
PLEKHA8	1.82	3.83	−1.7	NS
PDAP1	81.42	85.53	−1.1	NS
MATR3	6.00	6.62	−1.1	NS
TRIM59	5.41	1.00	3.2	2.43 × 10^−51^
ARMCX4	2.48	35.09	−10.3	8.83 × 10^−151^
MALAT1	577.01	714.13	−2.2	NS
GALC	6.88	15.41	1.3	4.89 × 10^−27^

## Data Availability

The datasets generated and/or analyzed during the present study are available from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

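RNA of 6 cultures of the ovarian cancer cell line NCI/ADR-RES was measured by the study on Affymetrix Human Genome U133 Plus 2.0 arrays. There were 3 lines (Mock, GCS, asGCS), each with vehicle or 25 nM DAC and 1 array per condition. The paper gives 24 h of exposure and the sample labels 48 h. The labels name the line of the Mock arrays only as NCI-ADR-RES, and these were taken as the Mock arrays of the paper's figures.

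The authors deposited 1 table with the intensities of 54675 probe sets on each array. The submitters' processing notes name the Transcriptome Analysis Console, with no version, and the sample labels describe RMA values. The deposited values run on a linear scale from 0.0119 upwards with a mean of about 500.1 after trimming 2% at each end, and were used as intensities, with log2 taken here. No other normalization was applied in the main results. Raw scans were not analysed here.

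A comparison is the log2 difference, or signed fold, between 2 arrays, and 9 were made: GCS and asGCS against Mock under each treatment, DAC against vehicle in each line, and GCS against asGCS under each treatment. A probe set was counted past 2-fold over all probe sets, as the paper states only this threshold. With 1 array per condition, no test was run on a pair of arrays and no p-value is given. A model of line and treatment over the 6 arrays, added after seeing the data, takes their interaction as noise and has 2 residual degrees of freedom. It used limma's moderated test with Benjamini-Hochberg adjustment on the log2 values, and compares these cultures. The spread of the Mock pair was used in its place: the 95th percentile of the size of its log2 difference over the 1000 probe sets nearest in signal. This spread contains any effect of DAC in Mock cells. Signal over background sets the precision: the SD of the Mock pair was 2.32 below a mean log2 signal of 6 and 0.16 at 12 and above. Where the dimmer array of a comparison was under its median, the text gives a gene's intensities, or the difference with that value raised to the median, as a bound, while counts and group medians use the deposited values unless stated.

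Gene names came from a table of the array's probe sets, with 41097 probe sets carrying 1 symbol, 1801 several and 11777 none. The symbols and the order of genes beside ABCB1 were checked against RefSeq genes of GRCh38.p14. Only probe sets with 1 symbol were named, which left 19775 genes. Each is represented by the probe set with the highest mean log2 intensity over the 6 arrays, called its brightest probe set. For some genes, such as APOE, FGF2 and PAG1, another probe set has a higher mean on the linear scale. Certain genes are not reported here, and 1 of the 22 and 2 of the 20 genes of the paper's Table 2 are among those without a value. The genes to name were set by a rule before the data were examined: the genes of Table 2, UGCG and METTL3, the 10 largest differences each way under the stated conditions, and up to 4 members of each gene list. Because most genes of the size rule proved dim on an array, bright genes chosen after seeing the data are named as well, and other list members where they show a group's direction.

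Each of 28 gene lists written beforehand, with 512 members of which 472 have a probe set named here, was summarised by its median log2 difference and its percentile among 10000 random lists matched for size and for signal in 20 bins. A list was set apart when the percentile was under 2.5 or over 97.5 and the median at least 0.2 in size, which held for 60 of 252 combinations of list and comparison. This percentile describes these arrays and is not a test across replicates. Overlaps of GCS and asGCS against Mock were set beside the product of the separate shares and beside 100 simulated draws of unchanged arrays that share 1 Mock array. The counting was tested on simulated data with 200 changed probe sets.

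The alternatives set beforehand were leaving out dim probe sets (under the array median on both arrays), 1 probe set per gene, quantile normalization, lowess centring with a share of 0.3, a threshold of 3-fold, another Mock array as control, any probe set of a gene and the mean over its probe sets. Added after seeing the data were the brightest 25% of probe sets, values raised to the array median, the spread of the Mock pair, the bright named genes and the gene lists without the genes of Table 2. The bootstrap intervals of the correlations in the closing section, and the limit to bright genes among the results picked for a closer look, were added after seeing the data too. Western blots, PCR, cell viability and patient data were not analysed here. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and R 4.3.3 with limma 3.58.1, and figures matplotlib 3.10.9.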

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

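The limit to bright genes in this part, and the genes themselves, were chosen after the values were seen, and no test was run here.

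In 3 bright genes DAC and vehicle differed in opposite directions in the sublines. The group difference was not tested because each value rests on 1 pair of arrays, and noise between arrays is not excluded: with no limit on brightness 1486 genes did so past 2-fold. RFPL1S, a noncoding antisense RNA, had a log2 difference of DAC from vehicle of 1.21 in GCS and -1.16 in asGCS cells. ARHGEF1, a guanine nucleotide exchange factor, was at 1.03 in GCS cells and at least -1.95 in asGCS cells, where its DAC intensity of 38.3 lay under the array median. QTRT1, which places queuosine in transfer RNA, was at -1.05 and 1.02.

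Other genes lay in the brightest 25% of both arrays of a subline and under it on both Mock arrays, and the paper does not report them. In GCS cells, under vehicle and DAC, C3 gave intensities of 5519 and 5618, LCN2 684 and 864, IL1A 774 and 760, and CASP1 1542 and 1553. In asGCS cells, CDK15, a cyclin-dependent kinase, gave 621 and 557, CEP192P1, a pseudogene of a centrosome gene, 2273 and 2435, WFDC2 586 and 561, and DNER, a Notch ligand of neurons, 467 and 415. They are the largest of 51 such genes in GCS and 42 in asGCS cells. Mock levels differ among them: C3 gave 17.4 under vehicle, whereas CEP192P1 gave 285.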

How the results depend on the processing

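The settings with the brightest 25% of probe sets and with values raised to the array median, and the model over the 6 arrays, were chosen after seeing the data, and all others in this part were planned.

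ABCB1, FGF2 and INHBA were past 2-fold in opposite directions in GCS and asGCS cells under DAC in every setting that kept 2-fold, and LYRM1, MFAP2 and SFTA1P were in the reverse directions. ALDH1A3 was too, except with the mean over probe sets (0.20 in GCS cells). Of 298 further values for named genes, 1 moved by more than the Mock spread under quantile normalization and 1 under lowess centring, that of UGCG in asGCS cells under vehicle. With the mean over probe sets 93 moved and 2 called values changed sign, of genes dim in GCS cells: under DAC, VPS35L, of endosomal sorting (4.11 against 156 in Mock), went from -5.24 to 0.11 and the scaffold gene DISC1 (7.79 against 113) from -3.86 to 0.76. The combinations of gene list and comparison set apart were 60 of 252, of which 13 are of the paper's own Table 2 lists, and 62 with quantile normalization, 58 with lowess centring, 63 with dim probe sets left out, 51 with the mean over probe sets and 49 with values raised to the array median.

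The counts depended most on which probe sets were counted. The order below is GCS against Mock and asGCS against Mock under vehicle, DAC against vehicle in Mock and in GCS cells, GCS against Mock and asGCS against Mock under DAC, DAC against vehicle in asGCS cells, and GCS against asGCS under vehicle and under DAC. With dim probe sets left out the numbers past 2-fold were 6255, 8432, 4828, 5664, 6917, 8564, 7001, 9020 and 9759. With 1 probe set per gene they were 5663, 6401, 5185, 5236, 5964, 6362, 5549, 6589 and 6866, since fewer were compared. With the brightest 25% they were 698, 1564, 83, 245, 940, 1575, 320, 1954 and 2241. With values raised to the array median they were 1965, 3679, 882, 1211, 2387, 3768, 1472, 3895 and 4496. In that setting asGCS against Mock had a median over all probe sets of 0.35 (vehicle) and 0.39 (DAC), since the asGCS array medians are higher. Quantile normalization, lowess centring and 3-fold left each of these counts within 1.5 times the main count. More probe sets passed 2-fold in asGCS than in GCS cells, under either treatment, in every setting.

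The overlaps of GCS and asGCS follow in the order shared under DAC, of these opposite, shared under vehicle, of these opposite, and shared under DAC and also past 2-fold in GCS cells under vehicle. They were 2381, 198, 2259, 163 and 588 with dim probe sets left out, 3599, 674, 3485, 654 and 2046 with 1 probe set per gene, 217, 22, 158, 26 and 71 with the brightest 25%, 569, 53, 505, 46 and 150 with values raised to the array median, and 7515, 677, 7488, 652 and 3412 at 3-fold, which is stricter. With the Mock array of the other treatment as the control of asGCS cells, the opposite pairs were 6023 under DAC and 5807 under vehicle, since the comparisons then share no array.

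Genes of the paper's Table 2 past the threshold in both stated directions numbered 2 of the up-regulated and 0 of the down-regulated genes at 3-fold, and 6 of the down-regulated genes when any probe set of a gene could pass. For UGCG under DAC, the log2 difference of GCS cells from Mock was -0.10 as the mean over its probe sets. That of asGCS cells was -0.21 after quantile normalization, -0.17 after lowess centring and -0.63 as the mean over probe sets, against 0.07 in the main result. Apart from the fewer probe sets compared, the stricter threshold and the unshared control, the cause was not tested.

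Neither quantile normalization nor lowess centring moved the share of higher among the calls by more than 10 percentage points. The largest shift by quantile normalization was in asGCS against Mock under DAC, from 57.5% to 49.7%. Taking the brightest 25% did move it, from 48.4% to 18.0% for DAC in GCS cells. With DAC and vehicle paired by line as a replicate block, limma's test gave 0 probe sets at an adjusted p under 0.05 (2967 at an unadjusted p under 0.05, where 2734 are expected by chance), and 0 without the block (1409). In limma's model of line and treatment, at an adjusted p under 0.05, 1374 differed between GCS and Mock and 4277 between asGCS and Mock. Between GCS and asGCS cells 5435 did. The model takes the vehicle and DAC arrays of a line as its replicates, so these counts compare these cultures. They do not part GCS from other differences between the lines, such as the low actin ratios of asGCS. Signal over background limits these arrays: below a mean log2 signal of 6 the Mock pair differed by more than 4.44 for 5% of probe sets.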

Differences from the paper's values

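The paper states signed folds for the genes of its Table 2 and UGCG under DAC, and 27 of 40 values for GCS and 26 of 40 for asGCS cells do not differ from those found here by the rule used. The paper's methods cite another deposit for its arrays than the one used here, so whether both rest on the same values is not settled. The values found here are from the probe set of each gene with the highest mean log2 intensity. For APOE, FGF2 and PAG1 other probe sets have a higher mean on the linear scale, and those of FGF2 and APOE are given below. Those of PAG1 gave log2 1.36 and 1.48 in asGCS cells under DAC, nearer to the paper. In GCS cells they gave 0.04 and 0.95, further from it. Where the dimmer array was under its median, the fold is a lower bound with values raised to the array medians, and it differs only if over 1.5 times the paper's. The alternatives set before the data were examined were, for a fold, quantile normalization, lowess centring and the mean over probe sets, and for a count, dim probe sets left out, 1 probe set per gene, quantile normalization, lowess centring and 3-fold, with another Mock control for overlaps.

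For asGCS against Mock, the paper's folds and those found here were -2.5 and 2.67 for CXCL8, -21.9 and -4.88 for FGF2, -3.3 and -2.00 for IL6, -3.3 and 1.23 for C1S, -2.1 and 1.06 for ZNF568, -3.5 and -2.30 for NFKBIZ, -2.2 and -3.85 for KISS1, 2.1 and 1.28 for RIOK3, and 3.8 and 2.31 for LINC00662. None of the alternatives closes these gaps. The paper's -2.8 for TMCC1 (at least -5.06 here), -17.4 for GALC (at least -41.7 here), 2.6 for NAP1L5 (1.55 here) and 2.4 for PAG1 (1.42 here) come within reach of the mean over probe sets alone, at -1.83, -20.2, 2.05 and 2.17. The first 2 are again bounds, over the probe sets that are not dim on both arrays, and so leave the size for TMCC1 open. The paper's -1.1 for UGCG (1.05 here) is met by quantile normalization (-1.16), lowess centring (-1.12) and the mean over probe sets (-1.54).

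For GCS against Mock, the paper's folds and those found here were 3.6 and 1.40 for APOE, -2.1 and 1.27 for RIOK3, -2.1 and -1.03 for ARRDC4, -2.1 and -1.07 for TAF1D, -2.4 and -1.21 for CNRIP1, -2.5 and -1.43 for NAP1L5, -2.5 and -1.56 for TEX19, -2.5 and -1.04 for RARB, -2.7 and -1.32 for PAG1, -2.8 and -1.65 for CLU, and -4.6 and -2.47 for SFTA1P, with no alternative closing the gap. For INHBA the paper's 4.6 (2.59 here) is met by the mean over probe sets (5.60), but that rests on a probe set with 7.26 in Mock, and with dim values raised to the array median, added after seeing the values, the mean is 2.54 and the gap stays. For ABCB1 the paper's 3.2 and the 2.13 here lie just past the limit of 1.5 times, and quantile normalization (2.22), lowess centring (2.13) and the mean over probe sets (2.28) just within it.

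Single other probe sets come nearer to the paper for FGF2 (73.8 in asGCS cells against 1143 in Mock) and ZNF568 (61.3 against 179). The same holds for C1S (log2 -1.63 in asGCS cells) and APOE (1.45 in GCS cells). So does a dimmer RIOK3 probe set (-0.90 in GCS and 1.06 in asGCS cells), whereas the brighter RIOK3 ones lack the stated directions. Where any probe set of a gene may pass 2-fold in both stated directions, APOE, C1S, ZNF568, CXCR4, CLU and TMEFF2 are called as in the paper. Quantile normalization also calls KISS1 and TMEFF2, and lowess centring and the Mock vehicle array as control of asGCS cells also call TMEFF2. Of the 12 genes called, both normalizations lose IL6, and the Mock vehicle control loses IL6, PMEPA1 and NFKBIZ. With values raised to the array median, a setting chosen after seeing the values that leaves 10 of 21 and 15 of 18 listed genes uncalled, CCL20 is lower in asGCS cells by 2.62-fold. The paper lists CXCL8 as lower in asGCS cells, whereas it was higher here (1.41 on the log2 scale). GALC is grouped in its text with the genes raised by asGCS, while its Table 2 gives GALC as lower in both sublines, as found here. Over the whole lists 18 of 21 and 16 of 18 genes had both stated directions by any amount.

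The paper's counts are of probed genes past 2-fold, with no other threshold stated. The values used here are linear intensities while the labels name RMA, so whether the paper counted from the same values is not settled, and counts over all probe sets hold many dim ones. For the excess of asGCS over GCS under vehicle, the paper gives 1143, up 100 and down 1043, and 2368, 1977 and 391 were found here. The total is met at 3-fold (1364), the excess of lower ones with dim probe sets left out (901), quantile normalization (1295) and lowess centring (964), and the excess of higher ones under none. For DAC in Mock cells the paper gives 44, of which 14 up, and 18904 and 9311 were found, with no alternative near; the brightest 25%, chosen after seeing the values, give 83, of which 43 up. For the excess of GCS over asGCS under DAC the paper gives 1051, up 639, and -1607 and -2104 were found, negative in total under each alternative. Its excess of 410 lower ones is met here (497), and with 1 probe set per gene (297) and at 3-fold (415), but not with dim probe sets left out (-352), quantile normalization (-754) or lowess centring (-983). For GCS against asGCS under DAC the paper gives 4456, up 2056 and down 2400, and 23638, 10567 and 13071 were found. Only 1 probe set per gene meets one of these, with 2956 higher. The paper's overlaps are 358 under DAC, 186 under vehicle and 120 in the smallest. It describes them as genes with opposite directions in GCS and asGCS cells. For the 120, its text speaks of levels under DAC compared with vehicle. The smallest overlap was built here from the sets of Figure 2B, with GCS cells under vehicle joining those under DAC, and may not match that description. In opposite directions 2453, 2368 and 1498 were found here, and 198, 163 and 82 with dim probe sets left out, the latter 2 within 1.5 times the paper's and no other alternative near. Whatever the direction, 13128, 12825 and 7668 were shared, with no alternative set beforehand near.

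Read by eye from Figure 2A, the paper's totals are about 750 for GCS against Mock under vehicle (20256 here), about 1900 for asGCS against Mock under vehicle (22624), about 1900 for DAC in GCS cells (19544), about 2800 for GCS against Mock under DAC (21100), about 1700 for asGCS against Mock under DAC (22707), about 120 for DAC in asGCS cells (20667) and about 2300 for GCS against asGCS under vehicle (22789). None of the alternatives set beforehand reaches these.

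Of the settings chosen after seeing the values, the brightest 25% of probe sets gives 698, 1564, 1575 and 1954 for GCS and asGCS against Mock under vehicle, asGCS against Mock under DAC and GCS against asGCS under vehicle, an excess of 866 under vehicle and, whatever the direction, a vehicle overlap of 158, each within 1.5 times the paper's value, and leaves 13 of the 21 and 15 of the 18 genes uncalled. In opposite directions its overlaps are 22, 26 and 17, under the paper's. Values raised to the array median, chosen after seeing the values as well, give 2387 for GCS against Mock under DAC, 4496, 1980 and 2516 for GCS against asGCS under DAC, an excess of asGCS over GCS under vehicle of 1714 in total and 739 lower, and, whatever the direction, 150 for the smallest overlap, each within 1.5 times the paper's value, and leave 10 and 15 uncalled. In opposite directions the overlaps are 53, 46 and 31 there. The paper finds more differences from Mock in GCS than in asGCS cells under DAC, and the reverse held in every setting run here.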

Other observations

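The limit to bright genes, the second ABCB1 probe set as a test, the model over the 6 arrays with its splits, and the intervals of the correlations were chosen after the results were seen, and the other tests of this part were set down before.

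Beyond the genes above, further bright genes differed between asGCS and Mock cells. CST6, an inhibitor of cysteine proteases, gave intensities of 27.9 and 30.6 against 1432 and 1562 in Mock cells (vehicle, DAC), and NIBAN1, a stress protein, 38.8 and 117 against 2501 and 2618. TRIM58, a ubiquitin ligase of red cell maturation, was lower at log2 -2.78 and -3.20. PTGDS, which makes prostaglandin D, was higher by 2.09 and 1.96, the GTPase gene GEM by 1.88 and 2.22 and the noncoding CRNDE by 1.83 and 2.22. Under vehicle EGFR was at -1.74 and SOCS3 at -2.16 in asGCS cells, against 0.40 and 0.46 in GCS cells. SGMS1, which turns ceramide into sphingomyelin, was lower in asGCS cells at -1.40 and -1.41 and within 2-fold in GCS cells at -0.60 and -0.71.

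In GCS cells the X-linked genes ARMCX1 and ARMCX4 were bright in Mock and nearly without signal, ARMCX1 giving 8.61 and 46.4 against 2249 and 2002. NPW, a neuropeptide precursor, gave 2.54 against 746 under vehicle. LUM, a proteoglycan of the matrix, was lower in GCS cells at -1.37 and -1.43 and near Mock in asGCS cells at 0.01 and 0.32. Under vehicle antigen presentation genes were already higher in GCS cells for 10 of 20, and interferon genes for 12 of 23. Both groups were set apart as higher in asGCS cells too, with 7 higher and 2 lower and with 5 higher and 1 lower.

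ABCB1 was lower in asGCS than in Mock cells under both treatments. Loss of extra copies of its chromosome region would lower its neighbours too, but the 9 bright neighbours had a median log2 difference of 0.0418 in the lower of the treatments, and a fault of 1 probe set is argued against by the other, at -2.77 or beyond. A loss limited to ABCB1 and the adjacent ABCB4, which gave 45.8 and 7.32 against 174 and 222 in Mock, may remain, as may a wrong label, although the paper's protein blots, not analysed here, show less GCS in asGCS than in GCS cells. The antisense transfection and the descent of the culture are open biological explanations and were not tested.

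Differences between DAC and vehicle may be noise between arrays. Across genes with a pair of bright probe sets, which are not independent replicates, the correlation of their log2 differences was 0.0994 (interval 0.0569 to 0.143) in Mock, 0.0822 (0.0407 to 0.128) in GCS and 0.267 (0.228 to 0.303) in asGCS cells, against 0.654 for GCS and 0.632 for asGCS from Mock under vehicle. In each line the interval crosses the limit set for noise (0.1) or for its absence (0.3), so drug effect and noise cannot be told apart with 1 pair of arrays per line. Of bright genes past 2-fold on one probe set, the other was past 2-fold the same way for 0 of 3 in Mock, 2 of 18 in GCS and 1 of 10 in asGCS cells, and for 42 of 65 and 43 of 92 in GCS and 71 of 161 and 67 of 150 in asGCS against Mock (vehicle, DAC). Over the 3 lines, limma without a block found 0 probe sets between DAC and vehicle at an adjusted p under 0.05. At an unadjusted p under 0.05 it found 1409. Other splits of the 6 arrays gave at most 1 adjusted, and from 1259 to 5496 unadjusted. The 10 splits are too few for a share under 0.05. With the line as a block 2967 had an unadjusted p under 0.05, and at most 2313 in the other splits that part every pair.

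The larger number of bright differences in asGCS cells could come from lower RNA quality on those arrays, given their actin ratios. If so, probe sets at different places of a transcript should part, with a correlation across genes set beforehand as under 0.3, and above 0.6 if not. It was 0.626 in asGCS against Mock in the lower of the treatments, well above 0.3, and 0.632 in the other. Its interval of 0.595 to 0.655 still crosses 0.6, but so does that of GCS against Mock under DAC (0.567 to 0.630), whose arrays have higher actin ratios. Subline differences shared by both probe sets would also hold the correlation up, whatever the RNA quality, so its size does not decide. Against Mock under vehicle, 44.1% of bright asGCS differences and 64.6% of GCS ones past 2-fold recurred on the second probe set. Under DAC the shares were 44.7% and 46.7%. RNA quality and the subline cannot be told apart here. Both asGCS arrays share the low actin ratio, which the design confounds with the antisense transfection. Their 5′ to 3′ ratios of GAPDH were nearer to Mock, at 0.952 and 0.932 (vehicle, DAC) against 1.03 and 1.03.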
